# Sexually dimorphic estrogen sensing in skeletal stem cells controls skeletal regeneration

**DOI:** 10.1038/s41467-022-34063-5

**Published:** 2022-10-30

**Authors:** Tom W. Andrew, Lauren S. Koepke, Yuting Wang, Michael Lopez, Holly Steininger, Danielle Struck, Tatiana Boyko, Thomas H. Ambrosi, Xinming Tong, Yuxi Sun, Gunsagar S. Gulati, Matthew P. Murphy, Owen Marecic, Ruth Tevlin, Katharina Schallmoser, Dirk Strunk, Jun Seita, Stuart B. Goodman, Fan Yang, Michael T. Longaker, George P. Yang, Charles K. F. Chan

**Keywords:** Mechanisms of disease, Ageing, Mesenchymal stem cells, Endocrinology, Bone

## Abstract

Sexually dimorphic tissues are formed by cells that are regulated by sex hormones. While a number of systemic hormones and transcription factors are known to regulate proliferation and differentiation of osteoblasts and osteoclasts, the mechanisms that determine sexually dimorphic differences in bone regeneration are unclear. To explore how sex hormones regulate bone regeneration, we compared bone fracture repair between adult male and female mice. We found that skeletal stem cell (SSC) mediated regeneration in female mice is dependent on estrogen signaling but SSCs from male mice do not exhibit similar estrogen responsiveness. Mechanistically, we found that estrogen acts directly on the SSC lineage in mice and humans by up-regulating multiple skeletogenic pathways and is necessary for the stem cell’s ability to self- renew and differentiate. Our results also suggest a clinically applicable strategy to accelerate bone healing using localized estrogen hormone therapy.

## Abstract (web summary)

How bone-related sexually dimorphic traits are regulated hasn’t been examined at the stem cell level. Here the authors show that skeletal stem cells (SSC), in female but not male mice, are directly controlled by estrogen signaling, which could be augmented to improve fracture repair.

## Introduction

Sexually dimorphic tissues are formed by cells that are regulated by sex hormones^1–4^. While a number of systemic hormones and transcription factors are known to regulate proliferation and differentiation of osteoblasts and osteoclasts, the mechanisms that determine sexually dimorphic differences in bone regeneration have been elusive^5–7^. Aging and age-related disease also show a marked sexual bias^8^. Previously, complex changes associated with aging were seen in many endocrine glandular tissues, resulting in dysregulation of steroid^9,10^ and amino acid-derived hormones^11,12^. Increasing evidence suggests that sex hormones, beyond their role in promoting sexual dimorphism, regulate stem cell self-renewal, differentiation, and proliferation^13–18^. Skeletal tissue exhibits sex differences in morphology and physiological function^19^. Clinically this is also manifested in differential epidemiology of osteoporosis and fracture risk^20,21^. In women, the risk of developing osteoporosis accelerates after menopause while incidence of the disease in men is progressive with age^22^. Current therapies of osteoporosis target fracture prophylaxis. However, due to non-union or disability up to a third of hip fracture patients can become totally dependent^23^, and the risk of institutionalization is great^24^. In a prospective study of 1133 patients with intracapsular fractures of the femoral neck, investigators found a significant increase in the incidence of non-union in females^25^. This raised the question of whether sex hormones, such as estrogen regulate skeletal stem cells in fracture regeneration.

In this study, to explore how sex hormones regulate bone regeneration, we analyzed bone fracture repair in young adult male, female, and female ovariectomized mice. We find the repair response to be significantly stronger in male mice is corresponding to a higher level of activated skeletal stem cell activity (SSC). We also find that the healing response in females to be dependent on ovarian function as ovariectomy nearly abolished activated SSC activity, leading to impaired skeletal regeneration and corresponding to a drop in systemic estrogen levels. These effects are mirrored clinically in postmenopausal women where lower rates of fracture healing are reported^20^. Mechanistically, we found that estrogen acts directly on the SSC lineage in mice and humans by up-regulating multiple skeletogenic pathways, and is necessary for the stem cell’s ability to self-renew and differentiate. Moreover, the response to estrogen also appears to be sexually dimorphic as SSCs from male mice do not exhibit similar estrogen responsiveness. Strikingly, SSC deficiency and bone loss following ovariectomy and aging can be reversed with a single, highly localized delivery of estrogen to the fracture site. Our results indicate that the osteoprotective actions of estrogen are mediated by direct SSC activation and suggest a clinically applicable strategy to accelerate bone healing using localized estrogen hormone therapy.

## Results

### Skeletal regeneration demonstrates sexual dimorphism

In this study, to determine whether sex hormones can affect fracture healing in mice we created pin-stabilized transverse femoral fractures in a well-established ovariectomized mouse model. Fracture healing was compared in adult ovariectomized mice (denoted as OVX), 14-week-old sham-operated female mice (denoted as sham), and male mice (denoted male), (Fig. 1A). OVX mice share multiple features and endocrine changes that are associated with human menopause^26–28^. We measured bone mass/volume in OVX mice and found that by 6 weeks after ovariectomy, there was a statistically significant decrease in bone mass compared to sham. In subsequent experiments, all OVX mice refer to mice 6 weeks after ovariectomy. It is well accepted that bone loss in OVX mice is the result of an imbalance of bone deposition and resorption leading to reduced skeletal mass and structural deterioration of skeletal tissue^5,29^. Enhanced osteoclast activity has previously been defined as the hallmark of osteoporosis in quiescent bone^27,30,31^. However, elimination of senescent osteoclast progenitors has no effect on age-related bone loss^32^. Despite this very little is known about the anabolic processes in bone integrity and fracture healing. At post-fracture week 2, macroscopic inspection of the dissected femora suggests a larger fracture callus in sham and male mice relative to OVX mice (Fig. 1B). Comparing male and sham female mice, we also observed a significant reduction in bone mass and mechanical strength in sham female calluses (Fig. 1C, D). Additionally, there is a significant difference in bone mass and mechanical strength in fracture calluses between male and OVX mice (Fig. 1C, D). These findings suggest that bone healing could be sexually dimorphic, and that skeletal regeneration is dependent on ovarian function in female mice. This is supported by the work of Manolagas’ group who have demonstrated that estrogens influence mammalian skeletal growth and maintain resulting in sexual dimorphism^33^.

**Fig. 1:**
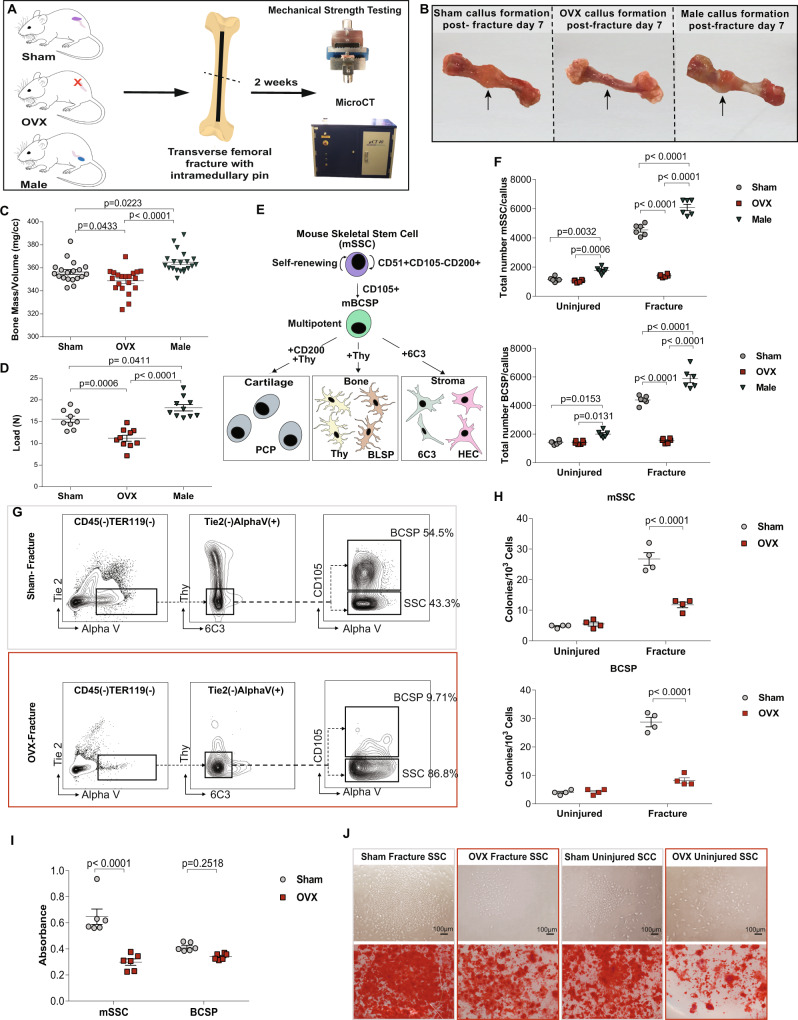
Skeletal regeneration demonstrates sexual dimorphism. **A** Schematic of fracture creation and assessment by MST and microCT. **B** Representative images of female sham (left), ovariectomy (center), and male (right) fracture callus at postfracture day 7. **C** Assessment of bone mass of trabecular bone in healing femora from sham vs OVX vs male mice (*n* = 20). **D** Maximal load to fracture (in newtons) of healing femora from sham (sham; grey) vs ovariectomized (OVX; red) vs male (male; green) mice (*n* = 10). **E** Schematic of mSSC lineage hierarchy: mSSC; pre-bone, cartilage, stromal progenitor (Pre-BCSP); mBCSP; Pro-chondrogenic cell (PCP); Thy+ osteogenic progenitor (Thy); B cell lymphocyte stromal progenitor (BLSP); 6C3 + stromal progenitor (6C3); hepatic leukemia factor-expressing cell (HEC). **F** Differences in absolute cell numbers of mSSCs (top) and mBCSPs (bottom) in sham vs OVX vs male mice (*n* = 5 per group), illustrating the decreased injury-induced expansion of OVX mSSCs and BCSPs when compared to sham mice. **G** FACS plots showing differences in the proportions of mSSCs and mBCSPs in post-fracture day 7 calluses from sham (top) vs OVX (bottom) mice. **H** Colony-forming assay of mSSCs (top) and mBCSPs (bottom) isolated at post-fracture day 7 from each experimental group. The total number of colonies were measured (*n* = 4). **I** Alizarin red staining spectroscopy shows an increased osteogenic potential of sham mSSCs and mBCSPs vs OVX mice (*n* = 6). **J** Representative images of colony size (*n* = 4) and alizarin red staining (*n* = 6) of uninjured and healing femora mSSCs from sham vs OVX mice. Bright-field microscopy, 10x. Scale bars 100μ m. The data in **C,D** are expressed as the means ± s.e.m;ordinary one-way ANOVA followed by Tukey’s multiple comparisons test; exact *P* value are indicated in the figures. The data in **F,H,I** are expressed as the means ± s.e.m; ordinary two-way ANOVA followed by Tukey’s multiple comparisons test (**F**) or Sidak’s multiple comparisons test (**H,I**); exact *P* value are indicated in the figures. For data and statistics, see Source Data File.

Our laboratory has previously characterized the mouse skeletal stem cell (mSSC) lineage and its direct function in fracture repair (Fig. 1E)^34–37^. We showed that when mSSC were depleted by irradiation 12 h prior to fracture induction there was a significant reduction in callus formation and suppressed healing in the irradiated femora^34,36^. These findings are in agreement with other reports showing similar dependence of bone formation and healing in non-purified skeletal progenitors^38,39^. We therefore investigated whether impaired bone healing in OVX mice was due to a reduction in the number of mSSCs and downstream bone cartilage stroma progenitor cells (mBCSP). We have previously observed that the number of mSSCs is significantly increased during skeletal repair, and the injury-activated mBCSP forms a phenotypically distinct highly potent regenerative cell type in fracture calluses^34^. When we conducted FACS analysis of uninjured femora of OVX and sham mice 6 weeks after ovariectomy, when circulating estrogen levels have declined to ~20 pg/ml^40,41^, we found no significant difference in absolute cell numbers of mSSCs and mBCSPs (Fig. 1F). However the injury-activated expansion of mSSCs and mBCSPs was significantly reduced in postfracture day 7 calluses of OVX mice (Fig. 1F), in accordance with the peak point of callus formation and maximal skeletal progenitors^34–36^. Strikingly, the frequency of mSSC in both uninjured and injured femora of male mice was significantly higher than in femurs of female mice of the same age and weight. Furthermore, we observed a significant reduction in the relative expansion of mBCSPs compared to mSSCs in OVX mice (Fig. 1G). We next tested whether the difference in cellular proliferation and osteogenic differentiation contributed to the deficient stem and progenitor injury response. In vitro analyses showed that the number of colonies formed and osteogenic activity in injury-induced mSSCs and mBCSPs isolated from OVX mice were significantly reduced compared to sham controls (Fig. 1H–J). These results suggest that mSSC activity is differentially regulated in male vs female mice. In particular, the cell-extrinsic response of female mSSC to ovariectomized environment reduces clonogenicity and skeletogenic differentiation, and could provide a mechanism of impaired OVX bone healing.

### mSSC-mediated skeletal regeneration is estrogen dependent

There are a number of hormones and growth factors released by the ovaries, including luteinizing hormone, progesterone and estrogen. The osteoprotective action of estrogen has been demonstrated in women and female rodents, but it has not been shown whether estrogen affects bone fracture healing at the stem cell level^42,43^. Estrogen primarily acts by regulating gene transcription via estrogen receptors 1 (ESR1, ERα) and 2 (ESR2, ERβ). We hypothesized that changes in mSSC-mediated skeletal regeneration following ovariectomy are estrogen-dependent. To test the role of estrogen in aberrant injury-induced bone regeneration of OVX mice, we treated OVX mice with continuous release 0.18 mg 17 β-estradiol subcutaneous pellets at the time of ovariectomy (OVX + E2) (Fig. 2A). With implantation of the 17 β-estradiol pellets, we restored serum estradiol levels in the OVX mice to a level even higher than those in sham mice (Fig. 2B). Microcomputed tomography (µCT) evaluation demonstrated increased bone mass density in OVX + E2 compared to sham controls (Fig. 2D). We further analyzed the fracture callus properties through bone volume/tissue volume µCT evaluation (Fig. 2D). We observed a significantly decreased BV/TV in OVX when compared to sham mice. Interestingly, we discovered an increased percentage of BV/TV in the OVX + E2 group compared to both OVX and sham groups. This is supported by our macroscopic findings. On inspection OVX + E2 femora had a visibly larger callus in contrast to sham and OVX mice (Fig. 2E). We then performed in-depth histological analysis by performing pentachrome staining and followed up with tissue composition analysis on both genders of mice (Supplementary Fig. 1A, B). We observed that sham male mice possessed denser bone structure with less marrow cavity when compared to female sham mice. This finding reflects the significant increase in bone mass/volume and bone volume/tissue volume percentage in male mice compared to female mice under µCT analysis at 2 weeks post-fracture. We also demonstrated that there are no significant differences in callus composition between sham male mice with or without E2 treatment. This further indicates that male mice do not benefit from E2 treatment in skeletal regeneration. In contrast, E2 treatment in female mice significantly increased the percentage of bone in callus of both sham and OVX female mice. These findings display sexual dimorphism in the estrogen response of skeletal stem cell regeneration on a histological, radiological and functional level. Additionally, mechanical strength testing (MST) of healing femora was significantly stronger in OVX + E2 mice (Fig. 2C). To determine whether this improvement was associated with changes in mSSC or mBCSP activity, we profiled the cellular composition of sham, OVX and OVX + E2 mice at post-fracture day 7 calluses using FACS. mSSC frequency has been shown to peak at post-fracture day 7^34^. We found that the absolute numbers of both mSSCs and mBCSPs increased significantly with systemic estradiol treatment (Fig. 2F). In order to demonstrate sex-specific estrogen sensing in skeletal stem cells we compared sham females (without ovariectomy), sham males (without orchiectomy), ovariectomized females with sham PBS rescue and estradiol rescue, as well as orchidectomized males with sham PBS rescue and estradiol rescue (Fig. 2F). There are significantly fewer SSCs in response to fracture injury in sham female mice when compared to sham male mice. Importantly, the number of mouse SSCs decreased significantly in response to fracture injury following ovariectomy and orchidectomy. Interestingly, estradiol is responsible for the rescue of resident SSCs in OVX mice, however estradiol makes no difference on the number of mouse SSCs following fracture in OVX mice. These experiments on orchidectomized adult male mice clearly demonstrate sex-specific regulation of SSC mediated bone repair following fracture.

**Fig. 2:**
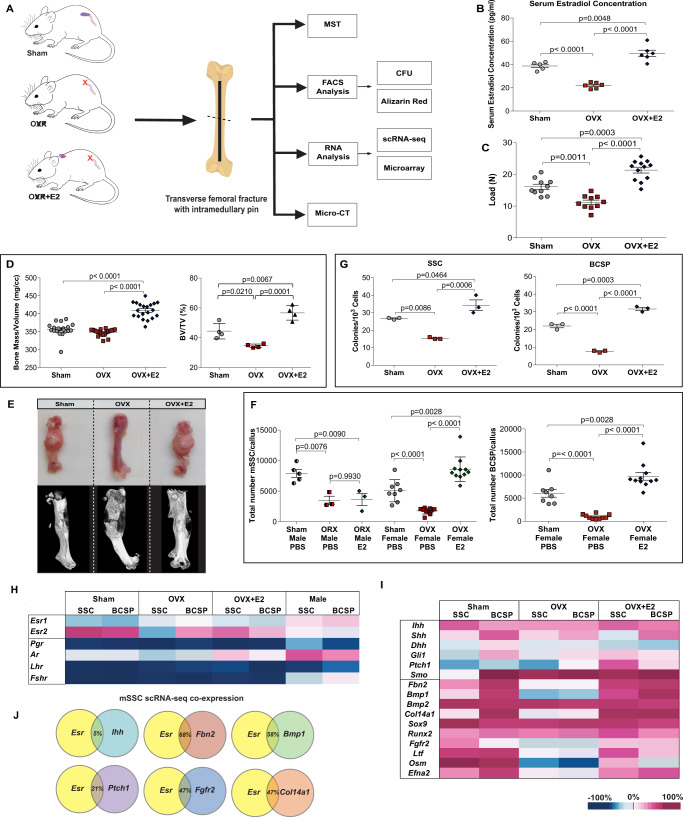
mSSC mediated skeletal regeneration is estrogen dependent. **A** Schematic of fracture creation on sham (sham), ovariectomized (OVX), and ovariectomized with 17-beta estradiol systemic rescue (OVX + E2) mice, and assessment by MST, microCT, FACS analysis, and RNA analysis. **B** Serum estradiol levels of sham vs OVX vs OVX + E2 demonstrates a significant decrease in serum estradiol levels in OVX vs sham. Elevated levels of estradiol were detected in OVX + E2 mice (*n* = 5). **C** Maximal load to fracture (in newtons) of healing femora from sham vs OVX vs OVX + E2 mice (*n* = 10). **D** Assessment of bone mass/volume of trabecular bone in healing femora from sham (grey) vs OVX (red) vs OVX + E2 (blue) mice (*n* = 20) and BV/TV of callus area from sham (grey) vs OVX (red) vs OVX + E2 (blue) mice (*n* = 4). **E** Representative photographs and radiographs of sham (left), OVX (center) and OVX + E2 (right) fracture callus at post-fracture day 7 demonstrating a larger callus in OVX + E2 mice and radiological non-union in the OVX mice. **F** Differences in absolute cell numbers of mSSCs (left) in sham vs ORX vs ORX + E2 for male mice (*n* = 3) and sham vs OVX vs OVX + E2 for female mice (*n* = 8), and mBCSPs(right) in sham vs OVX vs OVX + E2 mice (*n* = 8 per group). **G** Colony-forming assay of mSSCs (top) and mBCSPs (bottom) isolated at post-fracture day 7 from Sham, OVX, and OVX + E2 mice. There is significant expansion of mSSC and BCSP in systemic estradiol rescue compared to sham mice. The total number of colonies were measured (*n* = 3). **H** Heat map showing relative gene expression of sex hormone receptors in mSSCs and mBCSPs from fracture calluses of sham (left), OVX (center left), OVX + E2 (center right), and male (right) mice. **I** Heat map shows rescue of relative gene expression of mul-tiple skeletogenic factors (Ihh, Fbn2, BMP1, Col14a1, Fgfr2, Osm) in mSSCs and mBCSPs from fracture calluses of sham (left), OVX (center), and OVX + E2 (right) mice. Genes related to (top) Hh signaling; (bottom) skeletal development, growth and repair. Blue, low expression: red, high expression. **J** Single-cell RNA-se-quencing data demonstrates the percentage of co-expression of estrogen receptors and skeletogenic factors. The data in **B,C,D,F,G** are expressed as the means ± s.e.m; ordinary one-way ANOVA followed with Tukey’s multiple comparisons test; exact *P* value are indicated in the figures. For data and statistics, see Source Data File.

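On arrays of sorted callus cells from sham (n = 4), OVX (n = 2) and OVX + E2 mice (n = 2), Gli1 and Ptch1, hedgehog genes that are transcribed in cells that receive a hedgehog signal, had log2 fold changes of -0.64 (SE 0.44) and -0.38 (SE 0.36) in OVX against sham callus, and of 0.50 and 0.44 in OVX + E2 against OVX callus. Smo, the transducer of the signal, stood at 0.03, and the ligands Shh and Dhh at -0.11 and 0.07 in OVX against sham callus; with the 2 callus arrays of conflicting labels counted as OVX, Smo stood at -0.18 and Dhh at -0.10. Among 6 hedgehog genes 3 were higher and 3 lower in OVX callus (camera, adjusted p = 0.729; with an estimated correlation, adjusted p = 0.949). Without the title form as a term, Gli1 stood at -0.86 and Ptch1 at -1.03 with OVX. None passed limma's test, and as a list taken from the paper's own Fig. 2I, these genes are no independent evidence.

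Of the skeletal genes, 4 of 9 were higher and 5 lower in OVX callus (adjusted p = 0.968; with an estimated correlation, adjusted p = 0.974). Col14a1, a collagen that binds fibrils, had a log2 fold change of 0.36 (SE 0.79) in OVX against sham callus, which became -0.56 with the 2 callus arrays of conflicting labels counted as OVX and 1.50 without the title form as a term, and of 0.07 in OVX + E2 against OVX callus. Bmp2, an inducer of bone formation, had 0.17 (-0.78 without the title form as a term, -0.43 with it as a random block), Sox9, the master regulator of cartilage, -0.15 (-0.81 without the form term), and Efna2, an ephrin ligand, -0.54 (-0.17 without the form term). Another probe set of Efna2 gave 0.04, while other probe sets of Sox9 gave -0.22 and -0.17. In OVX + E2 against OVX callus Efna2 had 0.22 on the probe set used and -0.36 on the other. Cartilage genes fixed as a separate list lay slightly lower in OVX callus, 19 of 21 of them with a median log2 fold change of -0.18 (camera, adjusted p = 0.0196), a call lost with an estimated correlation (adjusted p = 0.933). None of the cartilage genes passed singly, Col9a2 standing at -0.94 and Col11a2 at -0.74. Cartilage genes were also lower in OVX + E2 than in sham callus for 17 of 21 (camera, adjusted p = 0.02, but 0.874 with an estimated correlation). Other lists moved by a similar size with OVX without passing camera. Hypoxia and glycolysis genes were lower for 12 of 15 (median -0.21, adjusted p = 0.0519). So were 13 of 17 immediate early and heat shock genes (-0.19, adjusted p = 0.0519). Fibrous matrix genes were higher for 20 of 21 (0.14, adjusted p = 0.0676). Lists of other cell types moved further, also without passing camera. Macrophage genes were lower for 10 of 15 (-0.45, adjusted p = 0.0525) and endothelial genes for 12 of 15 (-0.38, adjusted p = 0.160).

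Ltf, which encodes the iron-binding lactoferrin of neutrophil granules, had a log2 fold change of -0.84 (SE 0.47) in OVX against sham callus. It was 0.39 with the conflicting arrays counted as OVX and -1.475 without the title form as a term. The log2 fold change of Ltf in OVX + E2 against OVX callus was 2.19 (SE 0.47, limma, adjusted p = 0.433 over all genes). Over the genes the paper names, which are no independent evidence, the adjusted p was 0.0138. In OVX against sham callus 10 of 11 neutrophil genes were lower, with a median of -0.56 (camera, adjusted p = 0.0445, but 0.933 with an estimated correlation). On the callus arrays of conflicting labels their mean log2 signal was 12.18 (mBCSP) and 13.54 (mSSC). It was 10.98 (mBCSP) and 10.93 (mSSC) on the sham callus arrays of the same title form, so the direction depends on how the conflicting arrays are placed. In OVX + E2 against OVX callus the 11 measured neutrophil genes, Ltf among them, were all higher, with a median of 1.68 (camera, adjusted p = 5.48e-19), a call lost with an estimated correlation (adjusted p = 0.137). Of these 7, Ltf included, passed when adjusted over the list alone and 0 over all genes. Macrophage genes such as Csf1r (2.17) and Lyz2 (1.88) were higher for 14 of 15, of which 9 passed when adjusted over the list alone and 0 over all genes. The mean log2 signal of the neutrophil genes on the OVX + E2 arrays was 10.32 (mBCSP) and 12.34 (mSSC). These values lay below those of the conflicting arrays, which have another title form. Whether the neutrophil list stays higher with E2 when the conflicting arrays are counted as OVX was not tested. The fit holds a term for the form of an array's title code, which takes 3 forms. With this term the callus comparisons rest on 6 arrays of 1 form, 1 of mSSCs and 1 of mBCSPs from each of sham, OVX and OVX + E2 mice.

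**Figure D1:**
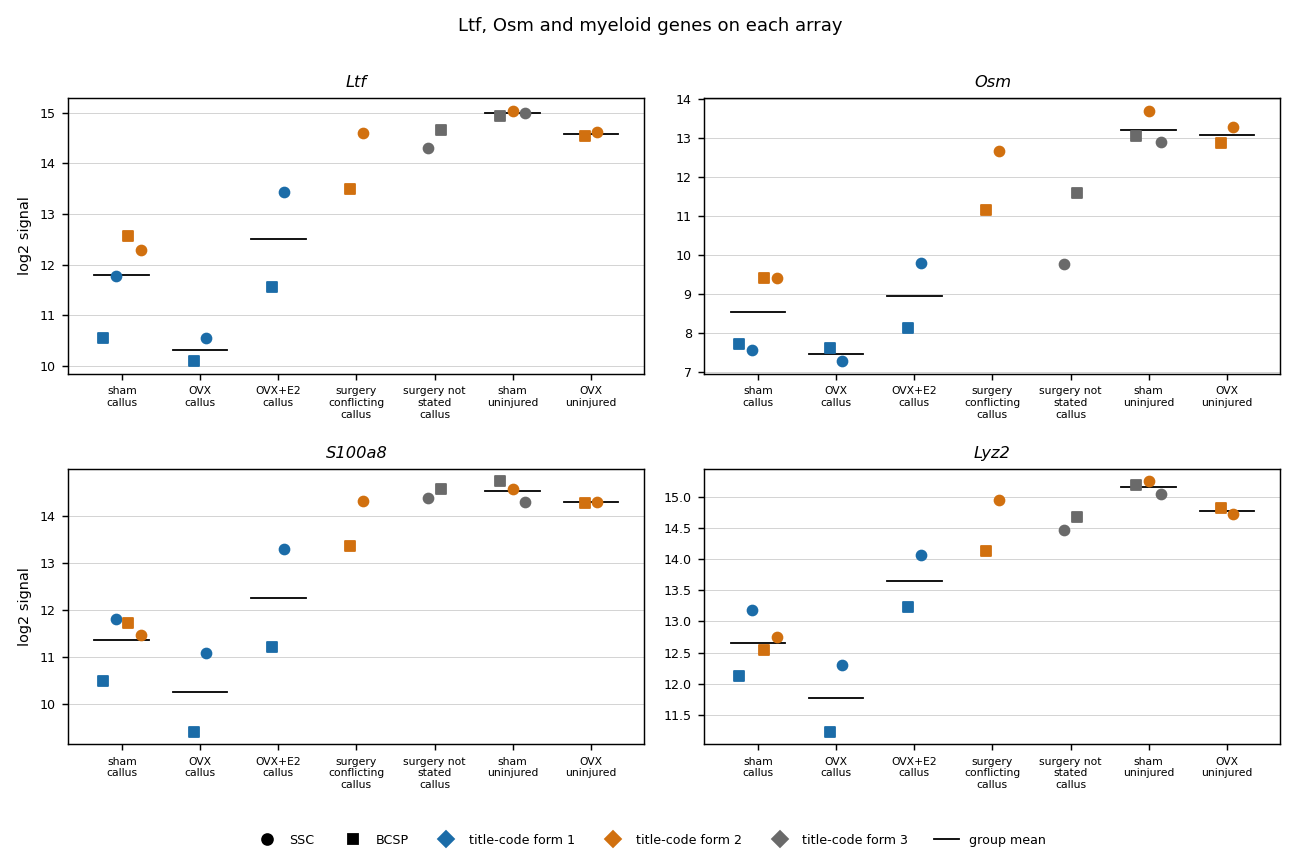
Log2 signal of Ltf, Osm, S100a8 (a calcium-binding protein of neutrophils) and Lyz2 (lysozyme of macrophages and granulocytes) on each of 17 arrays, after quantile normalization and the floor. Circles are mSSCs and squares are mBCSPs, colours give the form of the title code, and black lines are means of groups with settled surgery. The vertical axes differ between panels.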

We found that FACS-sorted OVX + E2 mSSCs formed significantly more colonies in vitro than mSSCs from sham mice (Fig. 2G). Collectively, these results indicate that replacement of estradiol in ovariectomized mice can restore mSSC activity in fracture healing, and estradiol levels above normal enhance skeletal regeneration beyond the natural physiological limits of WT control mice. We conclude that estradiol is sufficient in rescuing bone-healing defects of ovariectomized mice.

To identify molecular changes in skeletal stem cell signaling that could alter skeletal repair in OVX mice, we compared the transcriptomes of mSSCs and mBCSPs from sham, OVX and OVX + E2 mice using gene chip analysis of extracted mRNA (Fig. 2H, I). 

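RNA of sorted mSSCs and mBCSPs from female mice was measured on 17 Affymetrix whole-genome mouse arrays. mSSCs are the self-renewing cells that give rise to bone, cartilage and stroma, and mBCSPs are the progenitors they form, which carry CD105, the product of Eng. The sort excluded cells with CD45, Ter119 or Tie2, the markers of leukocytes, erythroid cells and endothelial cells. Fracture calluses gave 4 arrays from sham mice, 2 from OVX mice and 2 from OVX + E2 mice, with as many mSSC as mBCSP arrays in each group. Uninjured bone gave 3 arrays from sham mice (2 of mSSCs and 1 of mBCSPs) and 2 from OVX mice. A further 2 callus arrays carry conflicting labels for the ovary surgery and 2 carry none, so these were kept out of the sham and OVX groups. On the conflicting arrays the title and source name read OVX, and only the treatment tag reads sham. If these arrays are OVX, the main OVX comparisons leave them out. Counted as OVX, they turned the signs of Dhh, Smo, Fbn2, Col14a1, Ltf and Osm in OVX against sham callus. In the paper's protocol the ovaries were removed at 8 weeks of age, the femur was fractured 6 weeks later, and calluses were sorted at day 7.

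The deposited values are log2 signals per probe set, with medians of 7.67 to 7.88 per array. After quantile normalization and a floor at a log2 signal of 5.951, the genes kept for testing numbered 14503. Spearman correlations between arrays ran from 0.786 to 0.975 over all pairs and from 0.786 to 0.941 between callus and uninjured arrays. The callus mBCSP array without a surgery label stood apart, at 0.815 to 0.885 with the other arrays and 0.836 with its mSSC partner. Correlations ran from 0.958 to 0.975 among 6 callus arrays, 1 of mSSCs and 1 of mBCSPs from each of sham, OVX and OVX + E2 mice. These 6 arrays share a form of title code, of which there are 3, held by 6, 7 and 4 arrays. The form was a term of the limma fit, so the comparisons among sham, OVX and OVX + E2 callus rest on these 6 arrays. Neither the paper nor the labels state that the forms mark sets processed apart, so the term is an assumption. Without it the signs of Ihh and Bmp2, among others, turned in OVX against sham callus. The labels do not say whether the arrays came from separate mice. Apart from 1 uninjured sham mSSC array, the arrays form 8 pairs of mSSCs and mBCSPs that share a group and title form. Each pair has its own level in the fit. The SEs and p-values of the callus comparisons therefore measure how the difference between mSSCs and mBCSPs varies over the 8 pairs. They do not measure the spread between replicates of a condition.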

We used the Gene Expression Commons platform to normalize our microarray data against a reference of more than 11,939 mouse and 25,229 human publicly available array experiments and perform differential gene expression analysis^44^. We first note that expressions of *Esr1* and *Esr2* are differentially expressed in male vs female mSSC. 

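Esr1 and Esr2 encode estrogen receptors alpha and beta, the nuclear receptors through which estradiol regulates transcription. In callus cells of sham females (n = 4 arrays) the log2 signal of Esr1 was 8.64 ± 0.13 (mean ± SD) and that of Esr2 was 7.47 ± 0.24. In cells of uninjured sham bone (n = 3) Esr1 stood at 9.50 ± 0.36 and Esr2 at 7.62 ± 0.24. Over the 17 arrays Esr1 ranged from 7.76 to 9.83 and Esr2 from 7.13 to 8.42, so both lay above the floor on every array, and Esr2 reached the level of the filter on 16 of them. Probe sets bind with different strength, so the levels of different genes are not set against each other here.

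Neither receptor passed limma's test between mSSCs and mBCSPs: Esr1 differed by a log2 fold change of 0.06 (adjusted p = 0.912) and Esr2 by -0.02 (adjusted p = 0.978). Pgr, the progesterone receptor and a classical target of estrogen, was at the floor on 12 of 17 arrays, and Fshr, the receptor of follicle-stimulating hormone, on 11, so neither was tested. Male arrays were not used here.

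**Figure D2:**
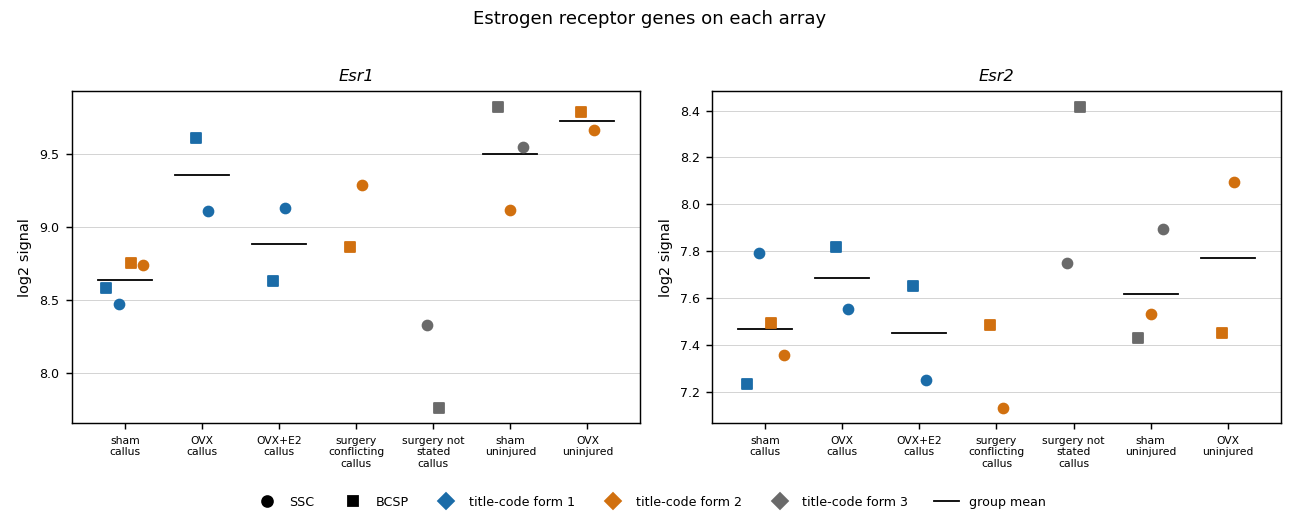
Log2 signal of Esr1 (left) and Esr2 (right) on each of 17 arrays, after quantile normalization and the floor. Circles are mSSCs and squares are mBCSPs, colours give the form of the title code, and black lines are means of groups with settled surgery. The vertical axes differ between panels. Each gene is shown by its probe set of highest mean.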

While *Esr1* is expressed in low levels on both male and female SSCs, *Esr2* is expressed at high levels on female but not male mSSCs. In contrast, the androgen receptor is expressed in high levels in males rather than *Esr2* demonstrating that the difference in SSC activity in male mice is mainly driven by the androgens *(*Supplementary Fig. 2A*)*. It was recently reported that floxed deletion of *Esr2/ER-beta* expression in osteoprogenitors using a Prx1-Cre driver during early development results in marked *increase* of uninjured trabecular bone volume^45^. In contrast, we noted reduction in *Esr2* expression in OVX mice relative to sham and OVX + E2, which was associated with decreased bone mass and impaired skeletal stem cell activity (Fig. 2I). 

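Esr2, the gene of estrogen receptor beta, had log2 signals of 7.69 ± 0.19 in OVX callus (mean ± SD, n = 2) and 7.45 ± 0.28 in OVX + E2 callus (n = 2). The log2 fold change of Esr2 was 0.17 (SE 0.36) in OVX against sham callus and -0.23 (SE 0.36) in OVX + E2 against OVX callus, and neither passed the test (limma, adjusted p = 1). Between the single arrays of each population, OVX minus sham, Esr2 differed by -0.24 in mSSCs and by 0.58 in mBCSPs. Esr1, the gene of estrogen receptor alpha, had a log2 fold change of 0.83 (SE 0.32) in OVX against sham callus. In limma its adjusted p was 1 over all genes, 0.414 over all genes the paper names and 0.0485 adjusted over the list alone. That list of receptors, of which 2 were tested, was taken from the paper's own Fig. 2H and so is no independent evidence. Other probe sets of Esr1 gave -0.30 and 0.14.

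Genes known to respond to estrogen in other tissues passed no test as a group with OVX, with 9 of 17 measured members higher and 8 lower (camera, adjusted p = 0.972; with an estimated correlation, adjusted p = 0.974). Among them Xbp1, a regulator of the secretory pathway, had a log2 fold change of 0.33 and Rara, a retinoic acid receptor, -0.51. In OVX + E2 against OVX callus 6 members were higher and 11 lower (adjusted p = 0.857; with an estimated correlation, adjusted p = 0.968), and 1 of them, Ltf (2.19), which is also a gene of neutrophils, passed when adjusted over the list alone and not over all genes. Without the sham mBCSP array that shares the title form of the OVX arrays, the log2 fold change of Esr2 in OVX against sham callus was -0.16.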

After we excluded the potential dimorphism effect of E2 treatment on periosteum Stem cells in both genders by FACs(Supplementary Fig. 2B, C), we further tested the role of estrogen-dependent SSC activity in-vivo using a genetic deletion of ESR2 in transgenic mice (Supplementary Fig. 2D, E). This demonstrates no change in SSC amplification in knockout mice when compared to WT sham female mice. Interestingly, SSC amplification of WT female mice was increased when exposed to estradiol, however the difference was not detected in genetic deletion of ESR2 in transgenic mice. Both our *Esr2* Knockout and previous Prx1-Cre/Floxed ESR2 findings are due to developmental compensation with upregulation of related genes following a gene knockout as a direct consequence of protein function loss^46^. The ovariectomized model may allow normal ESR dependent skeletal development while providing a more physiological comparison for post-developmental menopause associated skeletal changes.

In order to understand why estrogen receptor expression was suppressed specifically in the skeletal microenvironment of OVX mice we performed single-cell RNA sequencing (scRNA-seq). This allowed us to investigate gene differentiation and co-expression between estrogen receptors and skeletogenic factors. Corresponding to the bone healing deficiencies in OVX mice, we also observed that expression of several mediators of bone healing, including Indian Hedgehog (*Ihh*)^30^, Bone Morphogenetic Protein 1 (*Bmp1*)^47^, Fibrillin 2 (*Fbn2*)^48^, Fibroblast Growth Factor Receptor 2 (*Fgfr2*)^49^, and Oncostatin-M (*Osm*)^50^ were down-regulated in fracture calluses of OVX mice but restored to wild-type levels in OVX + E2 (Fig. 2I). 

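None of the 5 mediators passed the test in either direction when sorted cells of OVX callus were set against those of sham callus. Ihh, the signal that drives chondrocyte growth in the callus, had a log2 fold change of 0.21 (SE 0.41), Bmp1, the protease that trims procollagen, 0.55 (SE 0.30), and Fbn2, a microfibril protein, 0.16 (SE 0.42). Fgfr2, a receptor for fibroblast growth factors in osteoprogenitors, stood at -0.33 (SE 0.72) and Osm, a cytokine made by myeloid cells that acts on osteoblasts, at -0.19 (SE 0.65). In OVX + E2 against OVX callus the log2 fold change of Osm was 1.51 (SE 0.65) and that of Ihh 0.25, of Fbn2 0.18, of Bmp1 -0.17 and of Fgfr2 -0.13. Macrophage genes, from a cell type that makes Osm, had a median of 1.46 in that comparison (camera, adjusted p = 9.57e-19; with an estimated correlation, adjusted p = 0.0962). The adjusted p over all genes was 1 for each of the 5 mediators.

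Group means show where the spread lies. Osm had a log2 signal of 8.52 ± 1.03 in sham (mean ± SD, n = 4), 7.45 ± 0.25 in OVX (n = 2) and 8.95 ± 1.17 in OVX + E2 callus (n = 2), and Fgfr2 of 11.27 ± 0.36, 11.22 ± 0.19 and 11.09 ± 0.03. Ihh had 10.87 ± 1.90, 9.44 ± 0.34 and 9.69 ± 0.24, where the sham arrays sharing the title form of the OVX arrays gave 9.05 and 9.40 and the other sham arrays 12.44 and 12.58. Without the title form as a term, the log2 fold change in OVX against sham callus was -1.43 for Ihh, -1.08 for Osm, -0.06 for Fgfr2, 0.89 for Bmp1 and 0.92 for Fbn2. With the 2 callus arrays of conflicting labels counted as OVX, that of Fbn2 was -0.81 and that of Osm 1.15. Taken as the group that E2 restored, together with Col14a1, 4 of 6 genes were higher and 2 lower in OVX callus (camera, adjusted p = 0.432), a group taken from the paper's own account of these arrays and so no independent evidence.

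Over all genes, limma called 0 between OVX and sham callus, with 293 at an unadjusted p under 0.05 and a smallest adjusted p of 0.253. Of smallest p among the higher genes were Zfpm2 (2.51), Megf10 (1.75), Slfn10-ps (1.28), Kcnj13 (2.45) and Spata5l1 (1.63). Among the lower genes they were Gm26782 (-1.84, a bound), Fgf13 (-2.30), Nrcam (-2.05), Tmem87a (-1.38) and Ccl27a (-1.97). Between OVX + E2 and OVX callus 3 genes were called: Gm26782, a predicted gene, rose by at least 2.66, Sh3d19, an adaptor protein with SH3 domains, fell by at least 6.22, and Tceanc2, a relative of a transcription elongation factor, fell by 2.69. Gm26782 lay at the floor on both OVX arrays and Sh3d19 on both OVX + E2 arrays, so their folds are bounds, and without a floor Gm26782 was not called and Sh3d19 stood at -7.31. Sh3d19 (log2 fold change of -5.99, a bound), Tceanc2 (-2.63) and Tmem87a, a membrane protein of the Golgi (-2.77), were also lower in OVX + E2 than in sham callus. The count between OVX + E2 and OVX callus was 0 without any 1 of the OVX or OVX + E2 callus arrays, and 8 without either callus array of unstated surgery. Fitted on the 6 callus arrays of the shared title form alone, it was again 3, but of these only Sh3d19 was the same, with Lyz2 (1.88) and Igk, an antibody light chain (2.71), in place of Gm26782 and Tceanc2. A self-test with simulated changes recovered 11.9% of genes changed by a log2 of 1 between OVX and sham callus, 72.1% at 2 and 98.6% at 4. These rates hold for the simulated data only. On the arrays Zfpm2 (2.51), Kcnj13 (2.45) and Fgf13 (-2.30) were not called between OVX and sham callus. The count of 0 therefore does not exclude changes of this size.

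OVX and OVX + E2 effects shared the OVX arrays with opposite sign. Across genes, which are not independent replicates, these effects correlated at r = -0.448, where unchanged genes with the same sharing gave a mean of -0.499. The 100 simulated draws ran from -0.517 to -0.475, so the observed correlation was less negative than in any of them. The draws do not match the spread of the data, with a mean covariance of -0.0897 against -0.0544 observed. Leaving out 1 array moved the observed correlation between -0.662 and -0.327, a wider range than that of the draws. Whether E2 reverses the OVX effects can therefore not be decided from this correlation. Genes called lower in OVX and higher with E2 numbered 0 by limma. At an unadjusted p under 0.05, 143 genes were lower in OVX, 227 were higher with E2 and 33 were both. Unchanged genes with the same sharing gave means of 357 lower, 356 higher and 80.6 both (61 to 108), and with lists of such different length the overlap decides nothing.

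The paper states that these mediators were lower in OVX calluses and back at wild-type levels with E2, and places this beside the bone healing deficiencies of OVX mice (Fig. 2I).

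**Figure D3:**
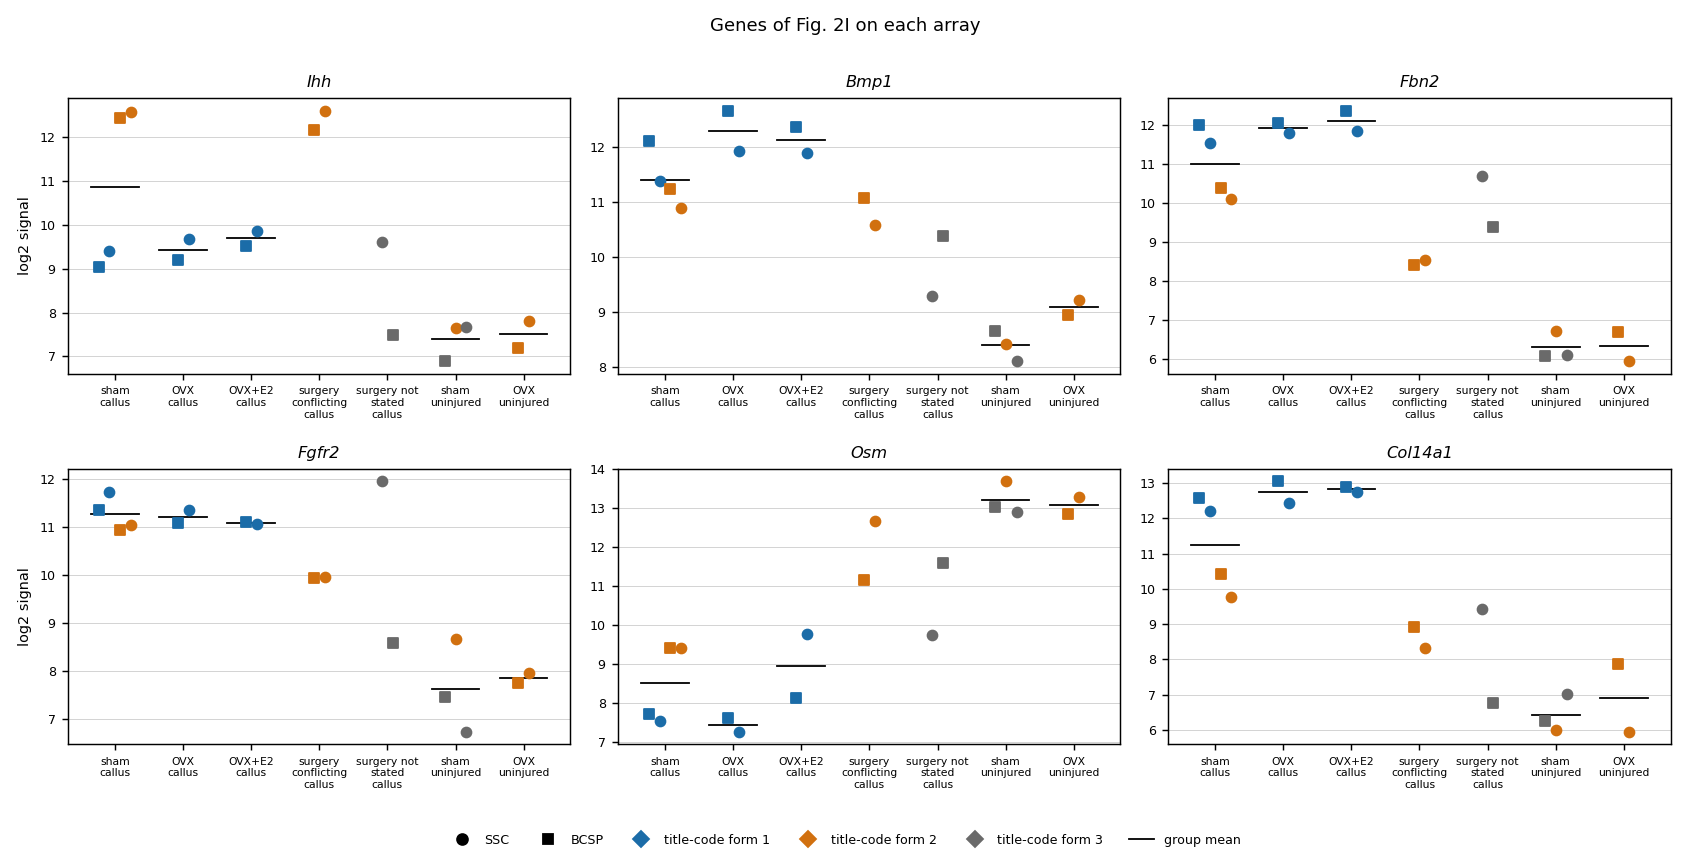
Log2 signal of Ihh, Bmp1, Fbn2, Fgfr2, Osm and Col14a1 on each of 17 arrays, after quantile normalization and the floor. Circles are mSSCs and squares are mBCSPs, colours give the form of the title code, and black lines are means of groups with settled surgery. The vertical axes differ between panels. Sham callus arrays of different title forms lie apart for Ihh.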

Interestingly, Bmp1 and Tll1 are co-expressed in bone and are both responsible for the production of procollagen precursors into mature collagen monomers. Knockout of Bmp1 and Tll1 alleles produces a model of osteogenesis imperfecta^47^. Furthermore, single-cell RNA sequencing of mSSCs demonstrated co-expression of ER responsive skeletogenic signaling pathways and Esr (Fig. 2J). These results demonstrate that these genes are differentially regulated in SSCs and BCSPs. 

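Within the 8 pairs of mSSC and mBCSP arrays that share a condition and title form, Ihh was higher in mSSCs in 8 of 8, by a mean log2 difference of 0.66, and Bmp1 was lower in 7 of 8, by -0.52 (two-sided exact sign-flip test, p = 0.00781 and p = 0.0156, adjusted p = 0.0469 each over the 6 genes the paper names as restored, where 0.00781 is the smallest p that 8 pairs allow). In the limma fit Ihh and Bmp1 had adjusted p of 0.403 and 0.370 over all genes and of 0.0895 each over all genes the paper names. They had 0.0256 each when adjusted over the list alone, the same 6 genes, taken from the paper's own account of these arrays and so no independent evidence. Fgfr2 (0.45), Osm (0.14), Fbn2 (-0.10) and Col14a1 (-0.11) did not pass over the list. Single pairs differed widely for these genes, from -0.72 to 3.37 for Fgfr2 and from -1.93 to 2.68 for Col14a1. The pairs ran from -1.83 to 1.66 for Osm and from -0.76 to 1.31 for Fbn2. Eng, whose product CD105 divides the populations on sorting, was lower in mSSCs in 8 of 8 pairs with a log2 fold change of -1.26 (SE 0.21; adjusted p = 0.312).

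Endothelial genes were lower in mSSCs as a group, 15 of 15 with a median of -1.93 (camera, adjusted p = 4.10e-18), a call lost with an estimated correlation (adjusted p = 0.537). The mean over these genes in mSSCs minus mBCSPs was -2.70 to -4.83 in the 3 pairs of title form 2. It was -0.63 to -1.38 in those of form 1, and -1.50 and 0.03 in those of form 3. It was lower in 7 of 8 pairs and did not pass (exact sign-flip test, p = 0.0156, adjusted p = 0.158 over 27 lists). With 8 pairs the smallest possible p is 0.00781, at which a single list cannot pass over 27 lists, so this test decides nothing. All 15 passed when adjusted over the list alone and 0 over all genes, among them Pecam1 (-2.44, SE 0.35), an adhesion molecule of endothelial junctions, Flt1 (-2.37) and Kdr (-2.05), the receptors of VEGF, and Tie1 (-2.61). Fat cell genes were lower too, 8 of 8 (adjusted p = 0.00117; with an estimated correlation, adjusted p = 0.537), and 3 passed when adjusted over the list alone, with Fabp4, a fatty acid carrier that capillaries also express, at -2.23. Erythroid genes were lower for 10 of 10, with a median of -0.81 (adjusted p = 0.0164; with an estimated correlation, adjusted p = 0.763), but their mean was lower in only 3 of 8 pairs. Pdgfrb, a receptor of perivascular and stromal cells, was lower in mSSCs in 8 of 8 pairs (-0.64).

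Over all genes limma called 0 between mSSCs and mBCSPs, with 1401 at an unadjusted p under 0.05 and a smallest adjusted p of 0.189. With the pairs as blocks it also called 0, with 1404 unadjusted. That fit rests on the same 8 pair differences, so it is no separate check. Orm1, an acute-phase protein, had the smallest p among genes higher in mSSCs, at 1.33 (SE 0.19).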

Coexpression at the single cell level demonstrates that multiple genes are involved, suggesting the effects of estrogen on SSC are complex and polygenic.

### Estrogen directly regulates SSC proliferation in mice and humans

We next asked if estrogen receptor-dependent SSC activity is conserved in humans. To address this question, we examined highly purified human skeletal stem cell (hSSC) that our laboratory recently identified through prospective isolation^51^. Like mouse SSC, human SSC gives rise to bone, cartilage, and stroma, but not adipocytes, fibroblasts or muscle cells^41,43^ (Fig. 3A). However, hSSCs express a unique surface profile from mSSCs and are phenotypically CD235-Tie2-CD45-PDPN + CAD146-CD164 + CD73 + by immune profile. hSSCs of this phenotype are distinct from previously described human mesenchymal stems and bone marrow-derived stem cells that are often isolated by plastic adherence. Plastic adherent MSCs are often heterogenous populations consisting of multiple distinct subtypes of stem cells, the hSSC being one of these. The hSSCs we isolated exhibit true stem cell characteristics such as multilineage differentiation potential and self-renewal. They also generate downstream progenitors cells, such as the osteoprogenitor that possess only limited division cycles and restricted multi-lineage potential^51^. In this study, we isolated adult hSSCs from femoral heads after total hip arthroplasties as well as from fracture calluses collected from patients undergoing revision surgery. (Fig. 3B and Supplementary Table 1). The femoral head is of particular interest to differential estrogen sensing as the vast majority of hip fractures occur in post-menopausal women^29^. It is estimated that a post-menopausal woman has a 15-20% lifetime risk of hip fracture with only 30% of patients fully recovering^20^. Interestingly, serum estradiol levels are similar in postmenopausal women and adult men, 0-40 pg/mL^52–55^. However, despite similar estradiol levels women are at significantly greater risk of osteoporotic fracture than men, suggesting that sex differences in skeletal tissue may also involve differences in estrogen responsiveness^20,29,56^. In accordance with this possibility, we found that *Esr2* expression was also reduced in postmenopausal in women and men compared to premenopausal women (Fig. 3C). These trends parallel those observed in mSSCs isolated from OVX, sham, and male mice and implies that SSCs are capable of directly responding to changes in circulating E2 levels (Fig. 2H).

**Fig. 3:**
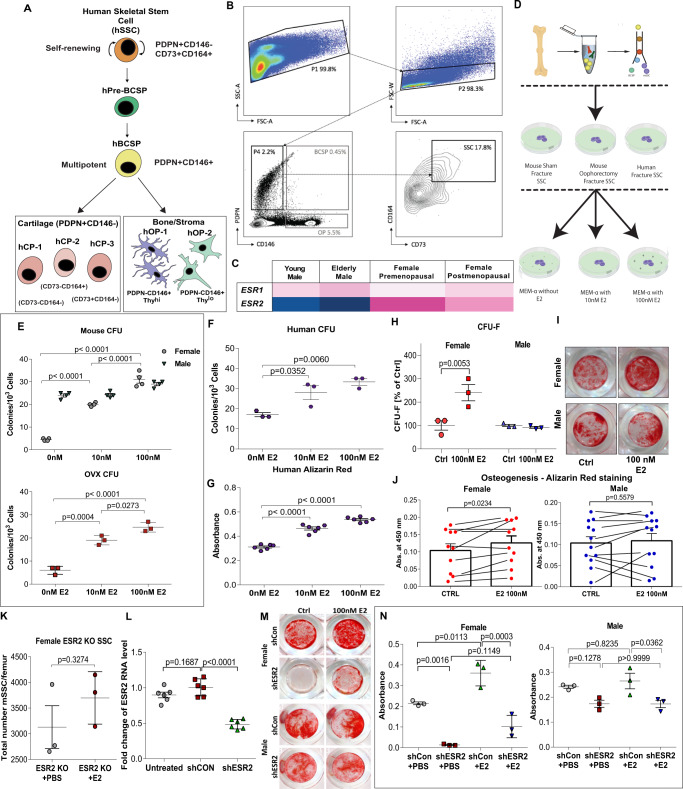
Estrogen directly regulates SSC proliferation in mice and humans. **A** Schematic of hSSC lineage hierarchy: hSSC; human pre-bone, cartilage, stromal progenitor (hPre-BCSP); hBCSP; human chondrogenic cell 1-3 (hCP); human osteogenic progenitor (hOP). **B** FACS gating scheme showing the identification of hSSCs. **C** Heat map showing relative gene expression of estro-gen receptors in hSSCs isolated from young male (far left), elderly male (center left), premenopausal female (center right), and postmenopausal female (far right) human specimens. **D** Schematic of estrogen concentration functional assays. SSCs were isolated from the fracture calluses from sham, ovariectomized mice, and postemenopausal female hip specimens. SSC were cultured in gradient concentrations of estradiol. The total number of colonies were measuredat day 14. **E** Colony-forming assay of mSSCs isolated at post-fracture day 7 from sham female and male mice (top) (*n* = 4), and OVX (bottom) mice cultured in gradients of estradiol (0 nM, 10 nM, and 100 nM) (*n* = 3). Cells were plated in biological and technical triplicates, and measured at day 14. **F** Colony-forming assay of hSSCs isolated from 8 postmenopausal female femoral head specimens obtained from hip arthroplasty. Cells were plated in biological and technical triplicates, and measured at day 14 (*n* = 3). **G** Alizarin red assay spectroscopy of hSSCs isolated from postmenopausal female femoral head specimens obtained from hip arthroplasty cultured in gradient concentrations of estradiol (0 nM, 10 nM, and 100 nM) (*n* = 6). **H** Colony-forming assay of hSSC isolated from 5 male and 4 female fracture specimens. Specific intrinsic difference between female and male fracture SSCs were grown in two different concentrations of estradiol (0 nM and 100 nM). Cells were plated in biological and technical triplicates and measured at day 14 (*n* = 3). **I** Representative images of Alizarin Red expression in male and female fracture specimens. **J** Alizarin red assay spectroscopy of hSSCs isolated from fracture specimens of both genders cultured in 0 nM and 100 nM estradiol. (*n* = 6). **K** ESR2 knockout mice do not respond to estradiol sensing (*n* = 3). **L** RT-qPCR analysis of ESR2 RNA expression level of human SSCs infected with lentivirus overexpressing scramble shRNA and ESR2 specific shRNA. (*n* = 3) **M** Representative image of Alizarin Red Staining of osteogenesis assay of hSSCs from both gender overexpressing scramble shRNA and ESR2 shRNA treated with PBS or 100 nM estradiol. **N** Quantification of Alizarin Red staining spectroscopy of hSSCs from both gender overexpressing scramble and ESR2 specific shRNA treated with PBS or 100 nM E2 (*n* = 3). The data in **E,F,G,H,L,N** are expressed as the means ± s.e.m; ordinary one-way ANOVA followed with Tukey’s multiple comparisons test; the data in J is expressed as the mean ± s.e.m, Paired t test; the data in K is expressed as the mean ± s.e.m, Unpaired t test; exact *P* value are indicated in the figures. For data and statistics, see Source Data File.

To confirm whether estrogen directly regulates mouse and human SSC activity, we performed functional assays on mice, and human SSCs isolated from postmenopausal female femoral heads in gradient concentrations of estradiol (0 nM, 10 nM, and 100 nM) (Fig. 3D). We found a dose-dependent increase in colony-forming units of mSSCs cultured in increasing E2 concentrations in females but surprisingly, not in male mice (Fig. 3E). We also found that E2 prompted an increase in colony forming units and osteogenic potential in hSSCs isolated from women but not men when cultured in increasing concentrations of estradiol (Fig. 3F–H). hSSCs isolated from fracture specimens in female patients increased their CFU levels by two folds in response to 100 nM E2 while hSSC from male patients were not responsive (Fig. 3H). We also determine that E2 increased the osteogenic response of hSSCs from women in vitro while hSSCs in men were not responsive (Fig. 3G, I–K). In order to understand the direct effects of estradiol in-vivo on human SSCs we generated qPCR data for ESR2 expression in the human SSCs transfected with lentivirus expressing control shRNA and lentivirus expressing ESR2 specific shRNA (Fig. 3L). This overcomes the problems with genetic compensation seen in KO murine models. We identified a significant reduction in ESR2 RNA levels in ESR2 specific shRNA human stem cells when compared to the untreated and shRNA control human stem cells. These findings are also reflected in osteogenic differentiation and function outcomes of human SSC in females and males (Fig. 3M, N). These results show that E2 could stimulate SSC activity directly but that in both mice and humans, the response is sexually dimorphic, with female SSCs significantly more responsive than male SSCs corresponding to increased expression of ESR2 in female SSCs.

### Localized delivery of 17-beta estradiol rescues mSSC expansion in skeletal regeneration

As previously described by Manolagas, estrogens influence the differentiation of osteoblast precursors^43^. Despite these important results, these studies were performed using downstream progenitors and not stem cells. This may reflect the differences from what we observed. In contrast we show that both mouse and human skeletal stem cells skeletal regeneration are estrogen dependent. We demonstrate that estrogen directly regulates mice and human bone proliferation on the stem cell level both in vitro and in vivo. Estradiol directly affects SSC/BCSPs without disturbing osteoclast function as we have demonstrated through TRAP staining. Furthermore, the effects of estrogen on osteoblast/osteoclast progenitor cells were demonstrated on KO mice by Manolagas et al.^57^. Our KO mice studies demonstrate no difference in survival and function on the stem cell level. This is because of genetic compensation seen, when there is upregulation of related genes following a gene knockout as a direct consequence of protein function loss^46^. To overcome this we performed shRNA studies which showed that knockdown of ESR2 in female SSC attenuated its osteogenesis ability and could be rescued with 100 nM estradiol treatments, which indicating that estradiol could stimulate SSCs activity directly in both mice and humans. This response is sexually dimorphic, with female SSCs significantly more responsive then males SSCs corresponding to increased expression of ESR2 in female SSCs.

Our findings clearly support the use of E2 hormonal therapy in osteoporotic treatment for women. However, we also recognize that systemic long-term exposure to estrogen is associated with greater risk of adverse results such as breast and endometrial cancer^58,59^, as well as venous thromboembolism^60^. Since our results show that SSCs are directly responsive to E2, and not through the secondary effects of E2 on systemic endocrine function, we asked whether highly localized, temporally regulated, delivery of E2 could improve fracture repair in an OVX setting. We applied a degradable PLGA nanoparticle scaffold coated with E2 or phosphate-buffered saline control to the defect sites of 14-week-old adult OVX and sham mice at the time of fracture fixation (Supplementary Fig. 3). Notably, visual inspection suggested larger callus size in localized estradiol-treated femora compared to the contralateral PBS-treated femora of the same mice demonstrating that local delivery of estradiol enhances bone healing. (Fig. 4A). Interestingly, serum estrogen levels were not affected by localized 17-β estradiol delivery when compared to OVX mice (Fig. 4B). MST and µCT analyses also revealed that localized E2-treated OVX fracture calluses (OVX + LE2) were significantly stronger and had significantly higher bone mass/volume when compared to PBS-treated controls corresponding to enhanced bone formation and as determined by histology (Fig. 4C–E). To determine whether this improvement was associated with changes in mSSC or mBCSP activity, we profiled the cellular composition of E2-treated and untreated post-fracture day 7 calluses using FACS and found that the absolute numbers of mSSCs and mBCSPs increased significantly in E2-treated calluses (Fig. 4F). Interestingly, localized delivery of estrogen failed to enhance injury-induced mSSC expansion in male mice (Fig. 4E**)**. We also found that FACS-sorted mSSCs isolated from estradiol-treated calluses of OVX mice formed significantly more colonies in vitro than mSSCs from OVX controls (Fig. 4G). To further elucidate the mechanism of estradiol effects on sham and OVX SSCs we performed differentiation analysis and Edu assays (Supplementary Fig. 4E–G). These findings directly demonstrate that estradiol increases the number of colonies by promoting the proliferation and differentiation of SSCs/BCSPs during injury, and not cell viability. These results indicate that local delivery of estradiol to the skeletal stem cell niche rescued OVX mSSC clonal activity in vivo, further emphasizing the importance of estradiol signaling to mSSC activity.We have also examined the effect of estradiol activity on mSSC differentiation into chondrocyte or adipocyte lineages. As we have noted previously, mSSC did not differentiate to adipocytes with or without estradiol^36^. We also did not see an effect of estradiol on chondrocyte differentiation in either male or female mSSC and mBCSP (Supplementary Fig. 5). Strikingly, we were able to demonstrate that localized delivery of estradiol also rescued mSSC and mBCSP deficiencies in fractures in 26 month-old aged female mice, which represent naturally post-menopausal mice (Supplementary Fig. 6). In order to address the role of estradiol on osteoclastic activity in bone healing we performed TRAP staining of callus isolated from injured female mice treated with PBS and estradiol (Supplementary Fig. 4A, B). We found that local delivery of estradiol had no effect on osteoclast activity within the fracture callus of the healing bone. Collectively, these findings demonstrate that targeted hormone therapy with localized estradiol could correct specific skeletal stem cell defects caused by natural or induced menopause, resulting in the restoration of mSSC-dependent repair in OVX mice and bypassing the potentially harmful effects of conventional estrogen replacement therapy (Fig. 4H, I).

**Fig. 4:**
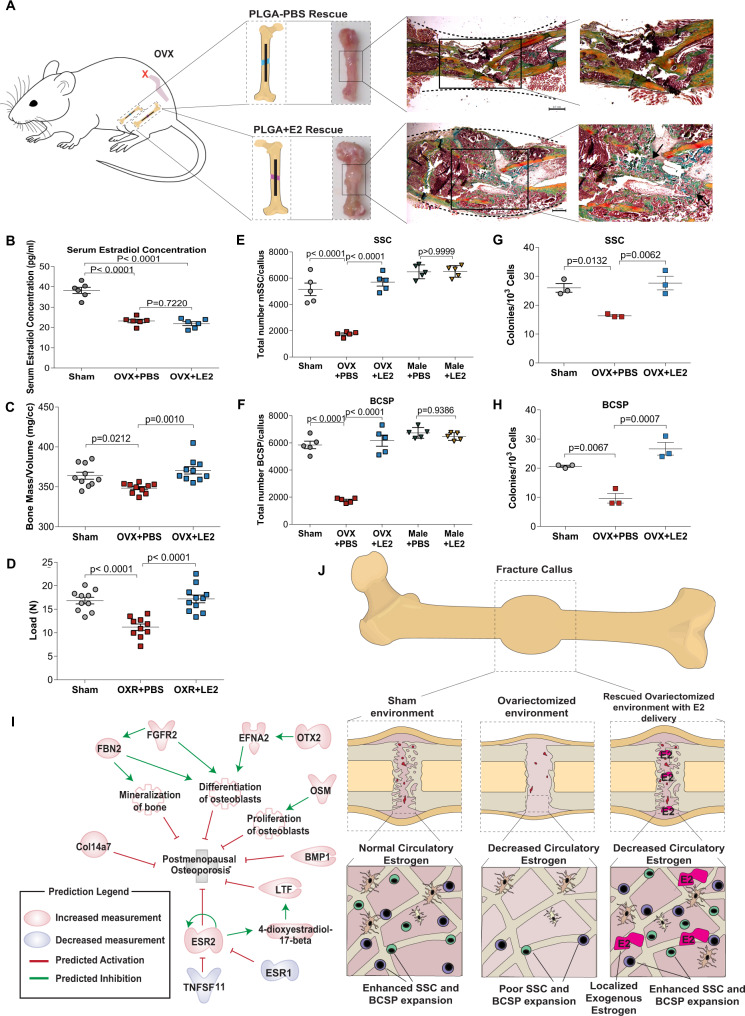
Localized delivery of 17-beta estradiol rescues SSC expansion in skeletal regeneration. **A** Schematic of unilateral localized delivery of 17-beta estradiol PLGA nanoparticle scaffold (OVX + LE2) and contralateral PBS PLGA nanoparticle scaffold (OVX + PBS). Representative images demonstrate a smaller callus in the OXR + PBS (top) compared to OVX + LE2 (bottom) fracture callus at post fracture day 7. Black arrows point to areas of endochondral ossification. **B** Serum estradiol levels of sham vs OVX vs OVX + LE2 mice demonstrate no increase in serum estradiol levels in the localized rescue group (*n* = 6). **C** Assessment of bone mineral density (BMD) of trabecular bone in healing femora from sham (grey) vs OVX (red) vs OVX + LE2 (blue) mice (*n* = 10). **D** Maximal load to fracture (in newtons) of healing femora from sham vs OVX vs OVX vs OVX + LE2 mice *(n* = 10)]. **E**, **F** Relative rescue of absolute cell numbers of mSSCs (**E**) and BCSPs **(F)** in sham (grey) vs OVX with sham local rescue (red) vs OVX with localized E2 mice (blue) (*n* = 5) (mSSCs and BCSPs). No relative rescue in male mice with localized E2 (yellow) compared to male with sham local rescue (green). **G**, **H** Colony-forming assay of mSSCs (**G**) and BCSPs (**H**) isolated at post-fracture day 7 from Sham, OVX, and OVX + LE2 mice. mSSCs and mBCSP were plated in biological and technical triplicates. **I** Schematic showing the effect of stimulation ESR2 on postmenopausal osteoporosis and the related protein interaction pathways. **J** Schematic showing the cellular and molecular mechanisms underlying impaired ovariectomized skeletal regeneration. Sham environment (left), OVX environment (center), and impaired fracture repair in OVX environment can be rescued by supplying localized E2 sensing (right). The data in B,C,D,E,F,G,H are expressed as the means ± s.e.m; ordinary two-way ANOVA followed by Tukey’s multiple comparisons test; exact *P* value are indicated in the figures. For data and statistics, see Source Data File.

In summary, our results provide new insight into the regulation of sexually dimorphic traits at the stem cell level during tissue regeneration. These findings corroborate numerous previous studies showing that mammalian tissue exhibits sexually dimorphic traits in the regeneration of various tissues, including haematopoietic^16^, vascular^61^ and somatic organs^62^. Here, we report that estrogen acts directly on female but not male SSCs in both mice and humans during bone regeneration. This led us to discover a method to directly modulate the skeletal niche signaling using temporal exposure to a localized delivery of PLGA nanoparticle and estrogen scaffold, which does not increase systemic levels of estrogen. We report successful treatment of impaired skeletal regeneration using this approach in a mouse model of post-menopausal osteoporosis. Thus, local stimulation of SSCs with estrogen loaded PLGA nanoparticles could be a readily applicable strategy to accelerate focal bone healing in women for a wide variety of clinical scenarios, from fracture healing, to dental implants. Focusing on SSCs and the SSC niche could reveal new possibilities for targeted combinatorial molecular therapy for skeletal and skeletal-related diseases. It was recently shown that estradiol increases hematopoietic stem cell (HSC) division, frequency, cellularity and erythropoiesis in the spleen^16,63^. As SSCs are capable of generating HSC niche cells, our new findings suggest a mechanism through which estradiol can also promote HSC activity through its effect on the niche. It will be interesting to see if recent findings on new pathways such as (Mg2/ CGRP) act synergistically with E2 and whether the effects are sexually dimorphic^64^. The co-delivery of these niche modulating factors would likely promote engraftment of transplanted SSCs, for instance to repair critical-sized defects and to facilitate hematopoietic engraftment^65,66^. Future efforts may identify hSSC-specific peptides that would enable systemic delivery of SSC-specific E2^66^.

## Methods

Our research complies with all relevant ethical regulations.Animals used in this paper were maintained in Stanford University Laboratory Animal Facility in accordance with Stanford Animal Care and Use Committee and National Institutes of Health guidelines. The study protocol was approved by Stanford’s Administrative Panel on Laboratory Animal Care. All procedures in this experiment were performed in accordance with the Stanford Administrative Panel on Laboratory Animal Care Protocol. The study protocol related to human tissue used in this paper is approved by the Institutional review boards(IRBs) at Stanford, which is also formally known as Administrative Panels for the Protection of Human Subjects. Fractured long bone specimens (20–90 years old) were obtained from Stanford Hospital in accordance with guidelines set by the Administrative Panels for the Protection of Human Subjects at Stanford (IRB-35711) and are considered exempt specimens per FDA guidelines 45 CFR 46.116 and therefore do not require consent forms as samples were considered biological waste.

### Experimental Procedures

The objective of this study was to understand the cellular and molecular mechanisms underpinning impaired fracture healing in osteoporosis.C57BL/6 mice were purchased from Charles River. The ESR2 Knock-out mouse strain, B6.129P2-Esr2tm1Unc/J were purchased from Jackson Lab. All mice were housed in temperatures of 65-75 °F with 40-60% humidity with a 14-hour light/10-hour dark cycle, and water is accessible at all times according to the protocols.The animals used in this experiment were 8 week old female mice. C57BL/6 aged female mice were operated on at 26 months old. 14 week old male were used in this study to account for the defined latent period in female mice bone mass/volume experiments (8 week old female mice + 6 weeks after ovariectomy). The study protocol was approved by Stanford’s Administrative Panel on Laboratory Animal Care. Male and female mice were age and weight matched. To avoid operator bias when dissecting the callus, we used the entire femur and standardized any confounders, including weight by normalizing the total number of SSCs and BCSP by including only the first 10,000 events on the FACS plot. For all experiments, the number of samples analyzed is outlined in the figure legends, and triplicates were performed for each experiment, unless otherwise stated. The experimental time points were previously optimized by our laboratory^34–36^. No outliers have been excluded from our analysis. Therapeutic treatment was randomization for each animal group.

### Ovariectomy

Eight-week-old mice were anesthetized with aerosolized isoflurane. Analgesia was administered and the surgical site was prepared. A lower back incision on each side was made. The uterine horn, oviduct and ovary with ovarian bursa were identified. The ovarian bursa was dissected away from the perinephric fat. The distal end of the uterine horn was ligated with 4-0 nylon and the distal portion was resected. The abdominal cavity was closed in two stages: the latissimus dorsi was closed with a running 4-0 vicryl followed by skin closure with interrupted 6-0 nylon. The latent period was defined as 6 weeks based on bone mass/volume experiments. Sham operations were performed in identical methods to the ovariectomy group, except ovarian structures were identified and not removed. Similarly, the abdominal cavity was closed in two stages: the latissimus dorsi was closed with a running 4-0 vicryl followed by skin closure with interrupted 6-0 nylon.

### Femoral fractures

Fourteen-week old mice were anesthetized with aerosolized isoflurane. Analgesia was administered, and the surgical site was prepared. A longitudinal incision was made in the skin parallel to the femur. The patella was dislocated laterally to expose the femoral condyles. The medullary cavity was reamed using a 25-gauge needle, before insertion of an intramedullary pin. A complete transverse, mid-diaphyseal fracture was made using microscissors. The pin remained in situ to stabilize the fracture to guide union. The patella was relocated, the muscles re-approximated, and the skin closed with 6-0 nylon sutures.

### Mechanical strength testing (MST)

MST was performed using a delaminator run by R.H. Dauskardt research laboratory at Stanford University. Fractured femur were harvested at postoperative Day 7. Mechanical load was a constant throughout all experiments. Samples were preloaded to 1 Newton (N) and underwent a three-point bend test at a compression rate of 1 micron/second. The maximum load (N) to fracture was recorded.

### PLGA fabrication and placement

The poly(D,L-lactide-co-glycolide) (PLGA, Sigma, MW 38-54 kDa) was dissolved in β-estradiol (Sigma) solution in chloroform. The concentration of PLGA was 15 w/v%. To cast the film, 150 µL β-estradiol containing PLGA solution was dropped on top of a teflon coated coverslip (diameter of 15 mm). The solvent was evaporated under ambient conditions for 6 h and then the formed film was further vacuum dried overnight. The obtained PLGA film was then punched into 4 mm diameter disks using a biopsy punch before use. The loading amount of β-estradiol per each disk was 5 µg. PBS-loaded PLGA scaffolds served as controls. For in vivo treatment, scaffolds were placed anteromedially on the defect and left in place until tissue harvest. In vitro kinetic assays were performed to show slow-release morphogen delivery. Each PLGA scaffold was maintained in 200 µl of PBS in a 96-well plate at 37 °C.

### Radiographic analysis

Radiographic analysis was performed at 7 day post fracture. Specimens were imaged using a calibrated X-ray micro-computed tomography unit (microXCT200, Carl Zeiss X-ray Microscopy, Inc.) at 4X magnification with a peak voltage of 40 kVp, an LE #2 source filter, and a beam-hardening constant of 2. Reconstruction analysis was performed using XMReconstructor software (version 8.2.3724). Bone mass/volume was determined using Avizo 9.0.0 post-processing software.

### Isolation of mouse skeletal progenitor cells

Fractured and uninjured femoral shafts were harvested at post-fracture day 7. Mouse skeletal progenitors were isolated as described by Gulati et al.^67^. In brief, fracture calluses were dissected and finely crushed using pestle and mortar. Tissues underwent serial enzymatic digestion in collagenase buffer [collagenase 2.2 mg/ml, deoxyribonuclease, IM CaCl2 (1000x), p188 (100X), 1 M HEPES (50X), Medium 199] at 37^o^C for 30 min under gentle agitation. Dissociated cells were filtered through a 40um nylon mesh and washed with FACS buffer [PBS, 2% fetal bovine serum, 1% pen strep, 1% p188]. Cells were pelleted at 200 G at 4^o^C and resuspended in FACS buffer. The suspension was layered onto a Histopaque gradient and centrifuged at 500 G for 15 min at room temperature with zero acceleration. The cloudy cellular interphase was aspirated, washed with FACS buffer, and centrifuged. The cells were stained with fluorochrome-conjugated antibodies against CD45 and Ter119 at dilution of 1:200(Biolegend, San Diego, CA, USA), Tie2 at dilution of 1:20 (eBioscience, San Diego, CA, USA), AlphaV integrin at dilution of 1:50 (eBioscience), CD105 at dilution of 1:50 (eBioscience), Thy1.1 at dilution of 1:100 (eBioscience), Thy 1.2 at dilution of 1: 100 (eBioscience), 6C3 at dilution of 1:100 (Biolegend), and CD200 at dilution of 1:50 (Biolegend) for fractionation by fluorescence-activated cell sorting (BD FACSAria II in the Shared FACS Facility in the Lokey Stem Cell Institute).

### Isolation of human bone progenitors

Femoral heads were obtained from young males, elderly males, premenopausal and postmenopausal females undergoing total hip arthroplasty. The bone marrow of the femoral head was isolated and human skeletal cells were separated from RBCs and bone dust by density gradient separation using 1:1 Histopaque 1.119 g/mL. The buffy coat was collected, washed with staining media, and the resulting cell suspension was depleted of CD45 + cells by magnetic-activated cell sorting (MACS). Cells were blocked with mouse IgG and stained with fluorochrome-conjugated antibodies against CD45 (Biolegend), CD235 (Biolegend), CD31(Invitrogen), CD202b (Biolegend), CD146 (Biolegend), Podoplanin (Invitrogen), CD164 (Biolegend), CD73 (Biolegend) at a dilution of 1:100. Flow cytometry was performed on FACS Aria II in the shared FACS Facility in the Lorry I. Lokey Stem Cell Institute. Gating schemes were established with fluorescence-minus-one (FMO) controls and 4’,6-diamidino-2-phenylindole (DAPI) was used for viability staining.

### Cell culture

FACS-isolated skeletal progenitor cells are primary expanded in MEM alpha medium with 10% fetal bovine serum and 1% penicillin-streptomycin (2% atmospheric oxygen, 7.5% CO_2_ conditions) for 3 days before counted and used for in vitro assay. For colony-forming units, one thousand cells of each population were plated in triplicate and maintained with MEM alpha medium with 10% fetal bovine serum and 1% penicillin-streptomycin (2% atmospheric oxygen, 7.5% CO_2_ conditions) for 2 weeks before colony counting. FACS-isolated human skeletal progenitor cells are primary expanded in MEM alpha medium with 10% human platelet lysate, 0.0002% heparin, and 1% penicillin-streptomycin (2% atmospheric oxygen, 7.5% CO_2_ conditions). For colony-forming units, one thousand cells of each population were plated in triplicate and maintained with MEM alpha medium with 10% human platelet lysate and 1% penicillin-streptomycin (2% atmospheric oxygen, 7.5% CO_2_ conditions) for 2 weeks before colony counting. For osteo-induction, cells were transferred to osteogenic differentiation media (MEM alpha medium, 10% fetal bovine serum or human platelet lysate, 100 mg/ml ascorbic acid, 10 mM b-glycerophosphate, and 100 nM dexamethasone) at 80% confluency. Alizarin red staining was performed after day-14. To quantify the alizarin red stain, each well was washed in PBS three times, then washed for 15 min in 20% methanol/ 10% methanol/ 10% acetic acid in ddH20 under gentle agitation to lift the stain. Absorbance was measured via spectrophotometry at 450 nm. Colony-forming units and alizarin red stain were also performed in various concentrations (0 nM, 10 nM and 100 nM) of 17-beta estradiol (Sigma). ImageJ 1.48 v was used for image processing.

### Transcriptional expression analyses

Microarray analysis was performed on highly purified, double-sorted SSC and BCSP populations. Each population was sorted into TRIzol (Life Technologies). RNA was extracted with the RNeasy Micro Kit (QIAGEN, Germantown, MD, USA) as per the manufacturer’s protocol. RNA was amplified twice with RiboAmp RNA amplification kit (Arcturus Engineering, Mountain View, CA, USA), streptavidin-labeled, fragmented, and hybridized to Affymetrix 430-2.0 arrays (Affymetrix, Santa Clara, CA, USA). Arrays were scanned with a Genechip Scanner 3000 (Affymetric) running GCOS 1.1.1. software and exported to DCHIP software for normalization. Raw microarray data were submitted to Gene Expression Commons (https://gexc.stanford.edu/)^37^, where data normalization was computed against the Common Reference, a large collection (*n* = 11,939) of publicly available microarray data from the National Center for Biotechnology Information Gene Expression Omnibus. Meta-analysis of the Common Reference also provides the dynamic range of each probe set for each gene. The probe set with the widest dynamic range was used for analysis. Heat maps representing fold change of gene expression were generated in Gene Expression Commons.

### Single-cell RNA sequencing

scRNA-seq was performed on a highly purified, double-sorted SSC population using FACS. Single cells were sorted into 96-well 4ul lysis plates composed of 0.2% Triton X-100 (Sigma), 2 U/μl of RNase inhibitor (Clontech), 2.5 mM dNTP (Invitrogen, 10297-018), 2.5 μM oligo dT30VN (IDT, custom: 5′-AAGCAGTGGTATCAACGCAGAGTACT30VN-3′), and 1:600,000 ERCC (External RNA Controls Consortium) ExFold RNA Spike-In Mix 2 (ERCC; Invitrogen, 4456739)) in nuclease-free water (Thermo Fisher Scientific, 10977023). Cells were spin down and plates kept at −80 °C until cDNA synthesis. cDNA synthesis from single-cell RNA was performed using oligo-dT primed reverse transcription with SMARTScribe reverse transcriptase (Clontech, 639538) and a locked-nucleic acid containing template-switching oligonucleotide (TSO; Exiqon, custom: 5′-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3′). PCR amplification was conducted using KAPA HiFi HotStart ReadyMix (Kapa Biosystems, KK2602) with ISPCR primers (IDT, custom: 5′-AAGCAGTGGTATCAACGCAGAGT-3′). Amplified cDNA was then purified using 0.6× volume of Agencourt AMPure XP beads (Beckman Coulter, A63882). cDNA was quantified by high-sensitivity AATI 96-capillary fragment analyser (Advanced Analytical, Agilent HS NGS Fragment Kit (1–6,000 bp)). Concentration of wells containing single-cell cDNA was averaged to determine a dilution factor used to normalize each well to the desired concentration range (0.05–0.16 ng μl − 1). The content of four 96-well plates was then consolidated into 384-well plates without cherry-picking or removing wells not holding any single-cell cDNA. Subsequently the 384-well plates were used for library preparation (Nextera XT kit; Illumina, FC-131-1096) using a semi-automated pipeline. The barcoded libraries of each well were pooled, cleaned-up and size-selected using two rounds (0.35× and 0.75×) of Agencourt AMPure XP beads (Beckman Coulter), as recommended by the Nextera XT protocol (Illumina). Pooled libraries were sequenced on a NovaSeq6000 (Illumina) to obtain 2× 101-bp paired-end reads. scRNA-seq data were demultiplexed using bcl2fastq2 2.18 (Illumina). Raw reads were further processed using skewer v.0.2.2 for 3′ quality trimming, 3′ adaptor trimming, and removal of degenerate reads^68^. Trimmed reads were then mapped to the mouse genome v.M20 using STAR v.2.6.1plus^69^ (with an average of more than 70% of uniquely mapped reads), and counts per million (CPM) was calculated using RSEM v.1.3.1plus^70^. Data were explored and plots were generated using the Scanpy package (v.1.8.0.)^71^. Raw CPM values were mean- and log-normalized. Batch correction using Scanpy integrated ComBat(v3) was applied for cells derived from separate 96-well processing plates followed by data scaling.

### Copyright statement

There is no copyright infringement. The cartoons in this paper are generated by hand using Adobe illustrator.

### Statistical analysis

A two-tailed Student’s *t*-test was used for comparisons between 2 groups, an one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test was used in the cases of unpaired comparison involving more than 2 groups. and an ordinary two-way ANOVA was used for comparison of matched data. Statistical analyses were performed using GraphPad Prism 9 (GraphPad). Deviation was graphically displayed as the standard error of the mean. Statistical significance was defined as *P* ≤ 0.05, exact *P* values were indicated in figures. All data points represent biological replicates, unless otherwise indicated in the figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Source data

Source Data

## Data Availability

All data are available from the corresponding author upon reasonable request. All single cell RNA-sequencing data and Microarray data generated in this study has been deposited at GEO under sample accession number GSE161477 and GSE213574. Source data is provided with this paper as a Source Data file. The remaining data are available within the Article or from the authors upon request. Source data are provided with this paper.

# Supplementary material for: Sexually dimorphic estrogen sensing in skeletal stem cells controls skeletal regeneration
**Source:** Nat Commun. 2022 Oct 30;13:6491. doi: 10.1038/s41467-022-34063-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplemental Table 1. Human Specimen number, age, sex, and average hSSC per million FACS events**

|                              | Number of Specimens | Mean Total SSC/million events (+/-SD) | Sex    | Age Range of Specimens |
|------------------------------|---------------------|---------------------------------------|--------|------------------------|
| Human Femoral Head Specimens | 8                   | 771 (+/-509)                          | 8F, 4M | 62-29                  |
| Human Fracture Specimens     | 9                   | 902 (+/-556)                          | 4F, 5M | 26-72                  |

Supplementary Figure 1 Tissue composition analysis of callus from both genders of mice treated with E2

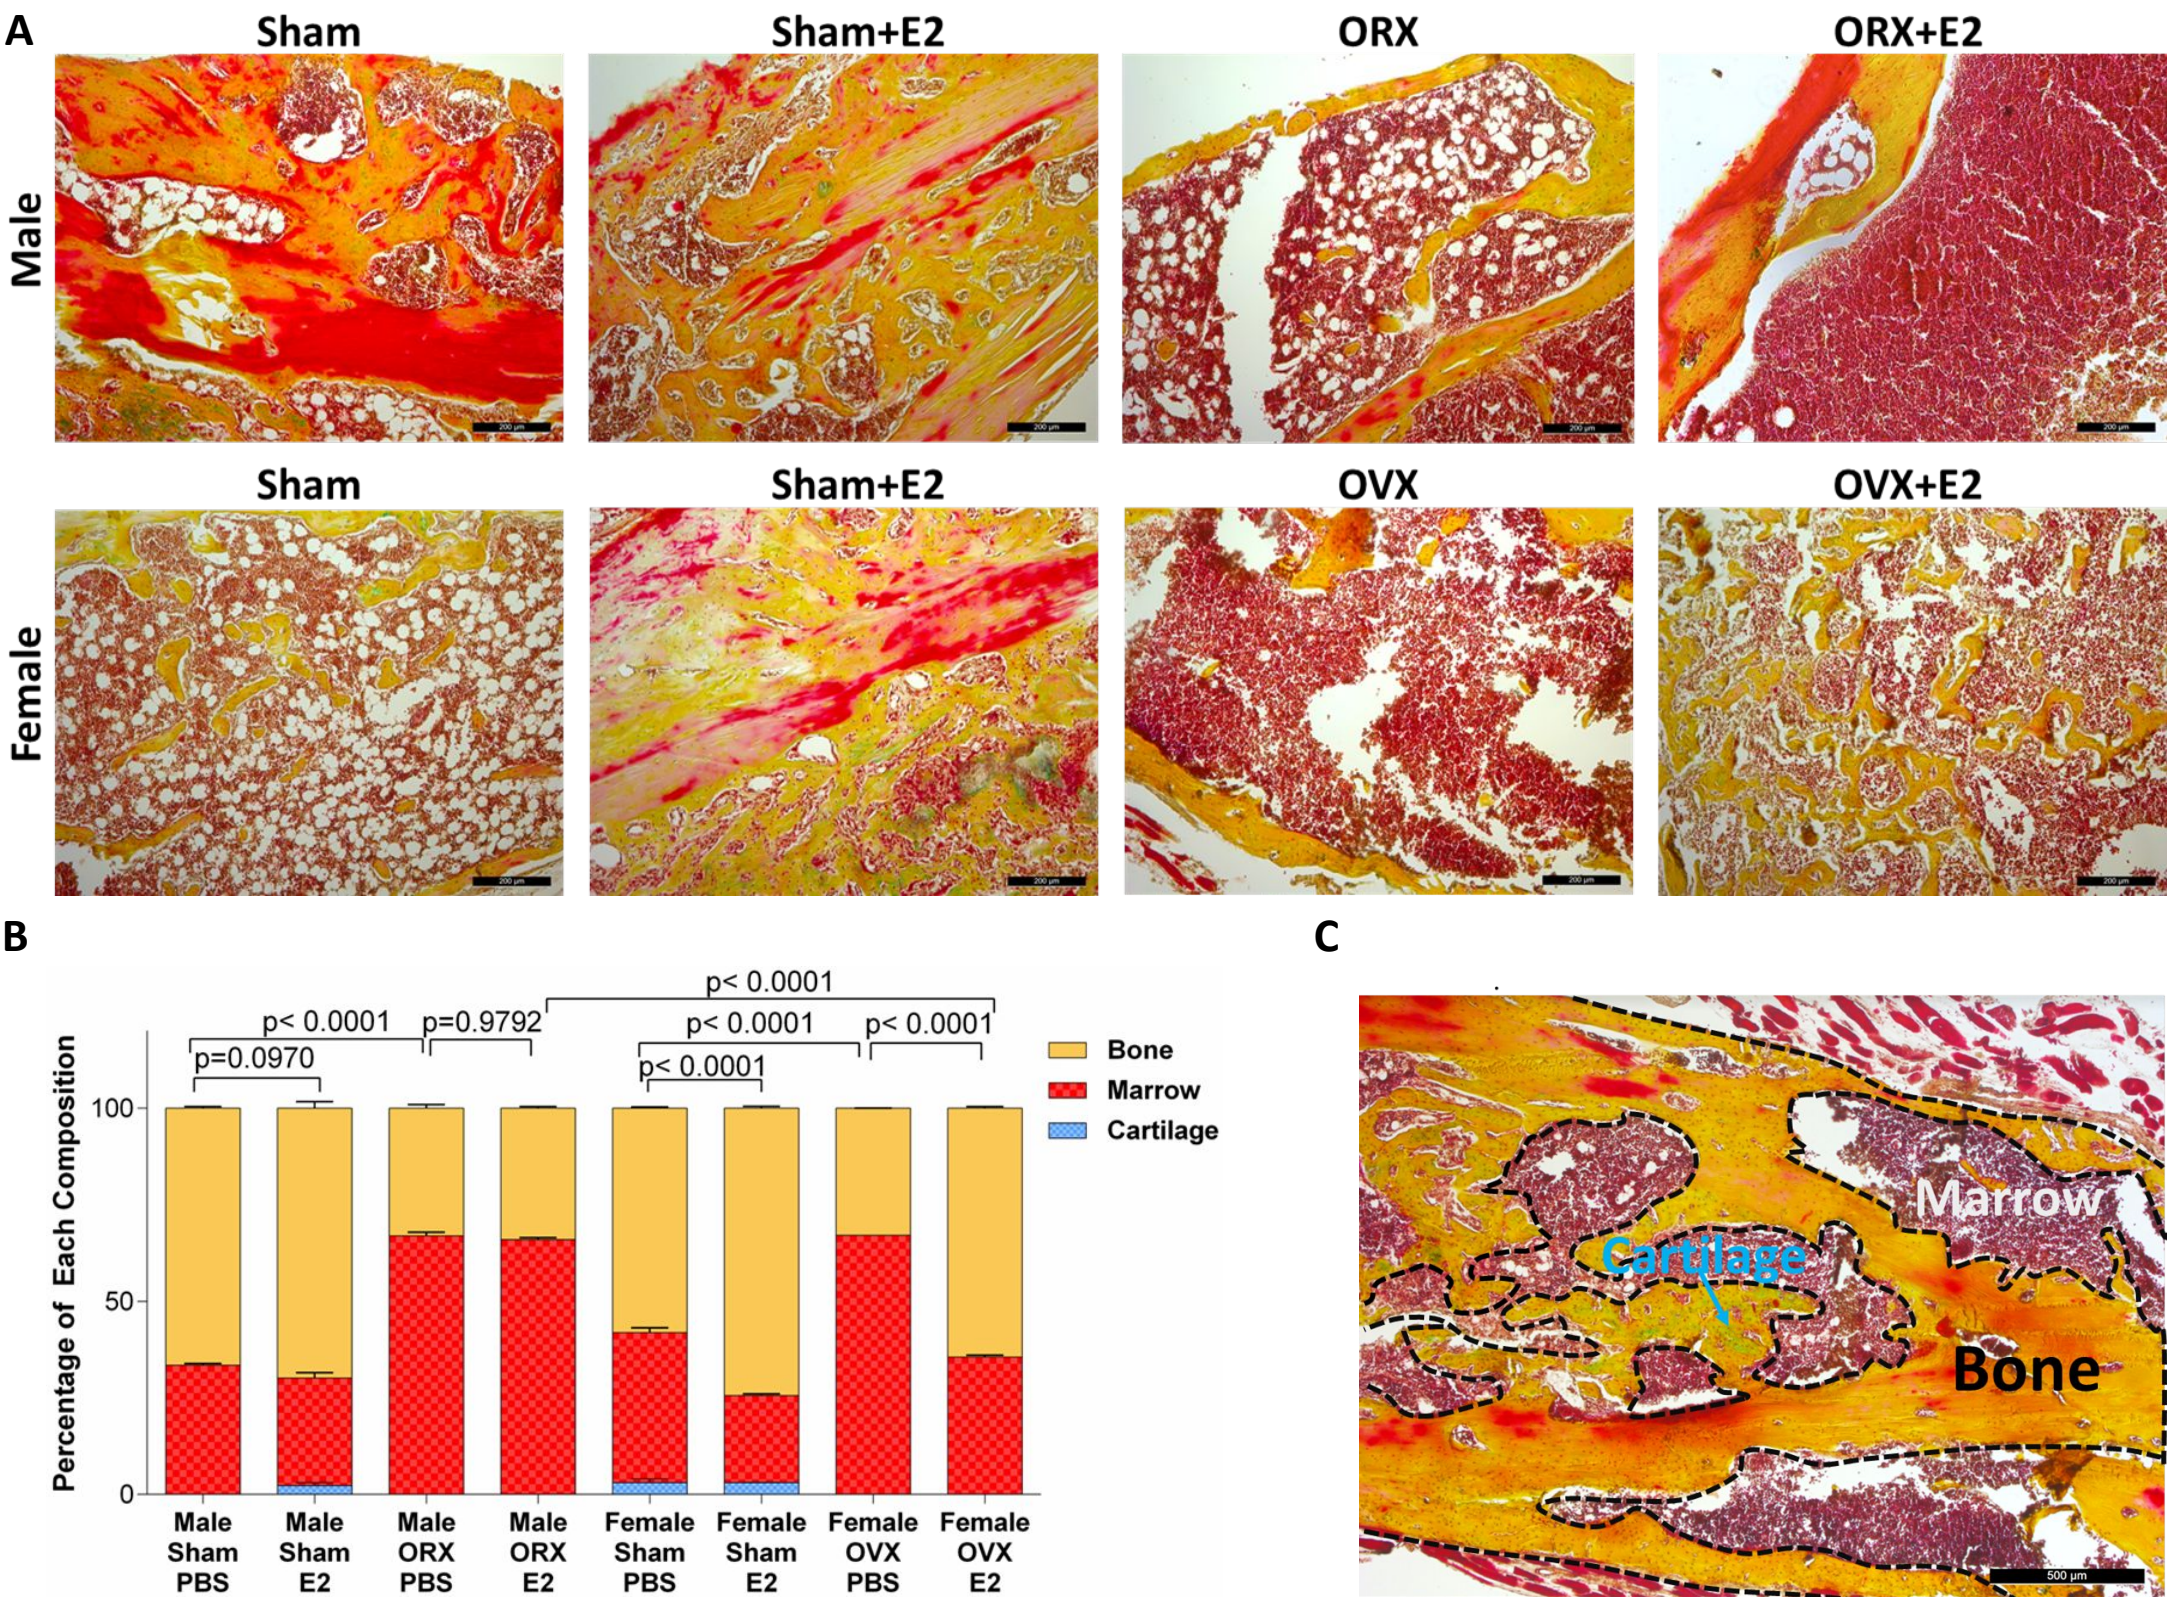

**Supplementary Figure 1. Tissue composition analysis of callus from both genders of mice treated with E2**

**A).** Representative image of Pentachrome staining of callus isolated from sham or ORX(male)/OVX(female) male and female mice treated with PBS or E2. Callus from OVX female mice regained dense bone structure under estradiol treatments, callus from ORX male did not. Bright-field microscopy, Scale bars 200µm. **B).** Quantitation of the tissue composition of the callus from the mice with the indicated treatments. This figure demonstrated E2 treatment promoted bone formation of the callus from both sham and OVX female mice, but has no significant effect in sham and ORX male mice in our injury model. Yellow signifies bone, red signifies bone marrow, and blue signifies cartilage within the callus (n=3 mice per group). **C).** Segmentation scheme showing the identification of bone, cartilage, and marrow area. The data in B are expressed as the mean±s.e.m; Percentage of Bone area are analyzed with Ordinary one-way ANOVA followed by Tukey's multiple comparison test; exact p value are indicated in the figure. For data and statistics, see source data files.

Supplementary Figure 2 The dimorphism effect of E2 is not observed in PSC or THY1+ osteoblast lineage

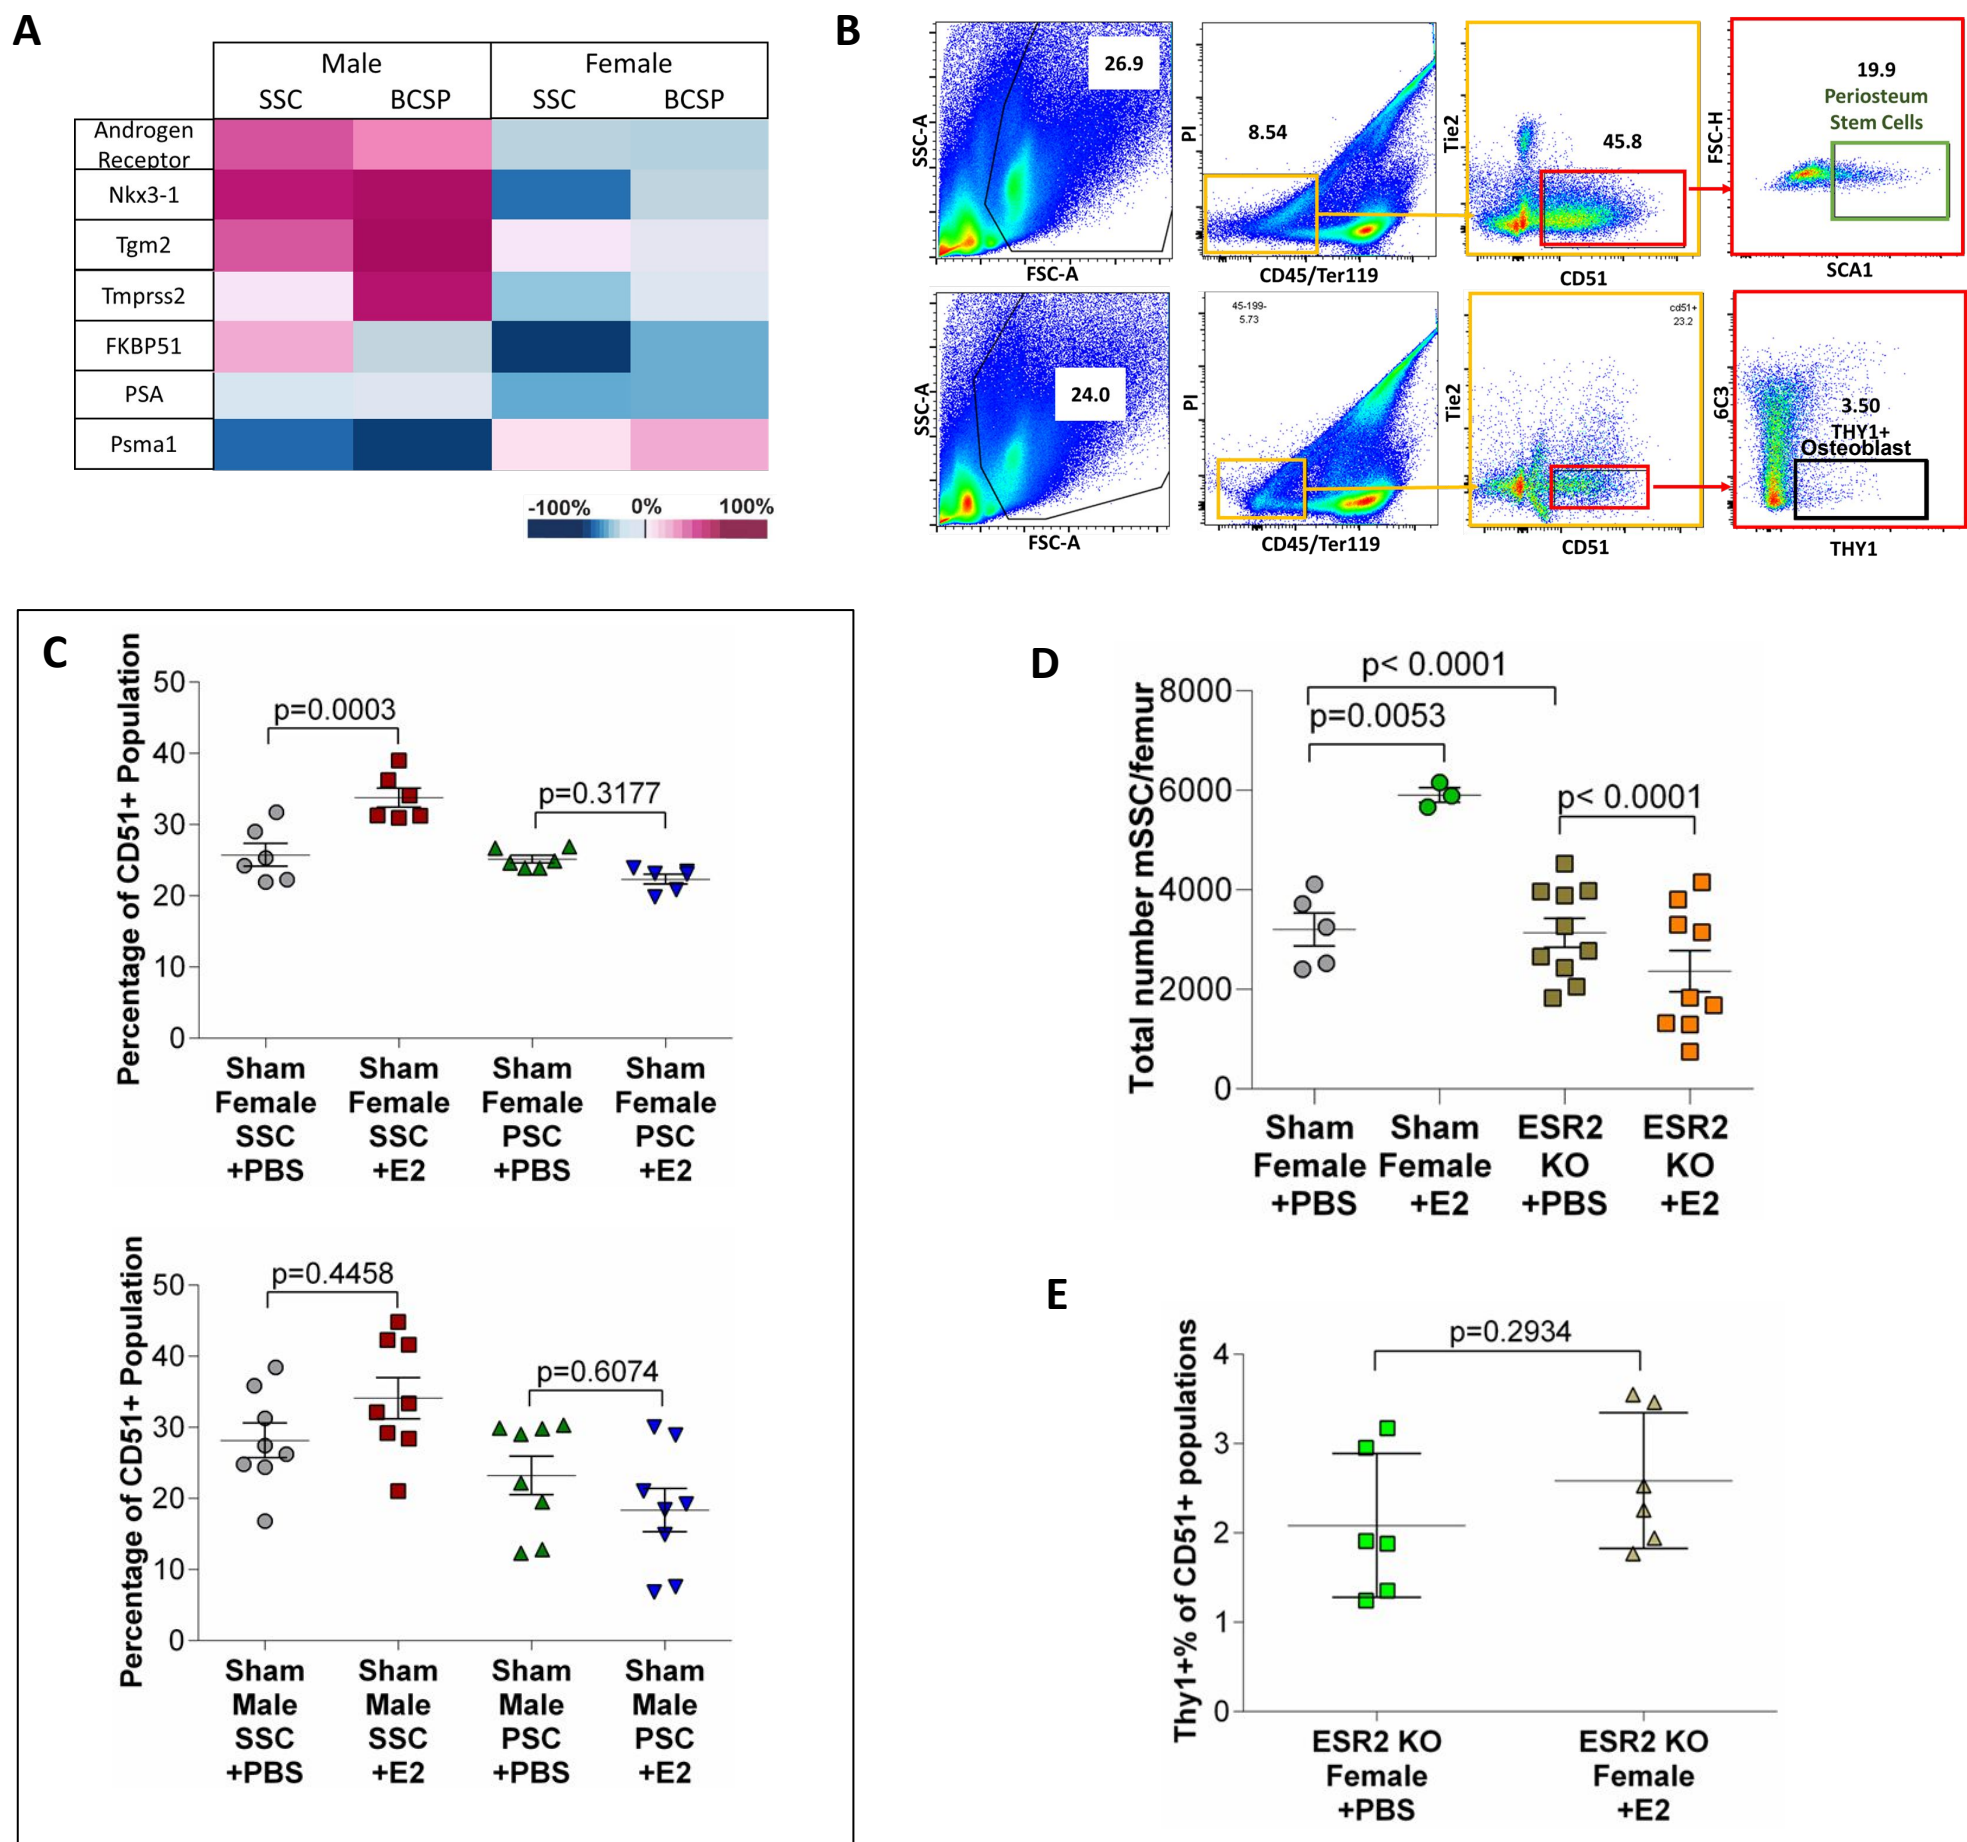

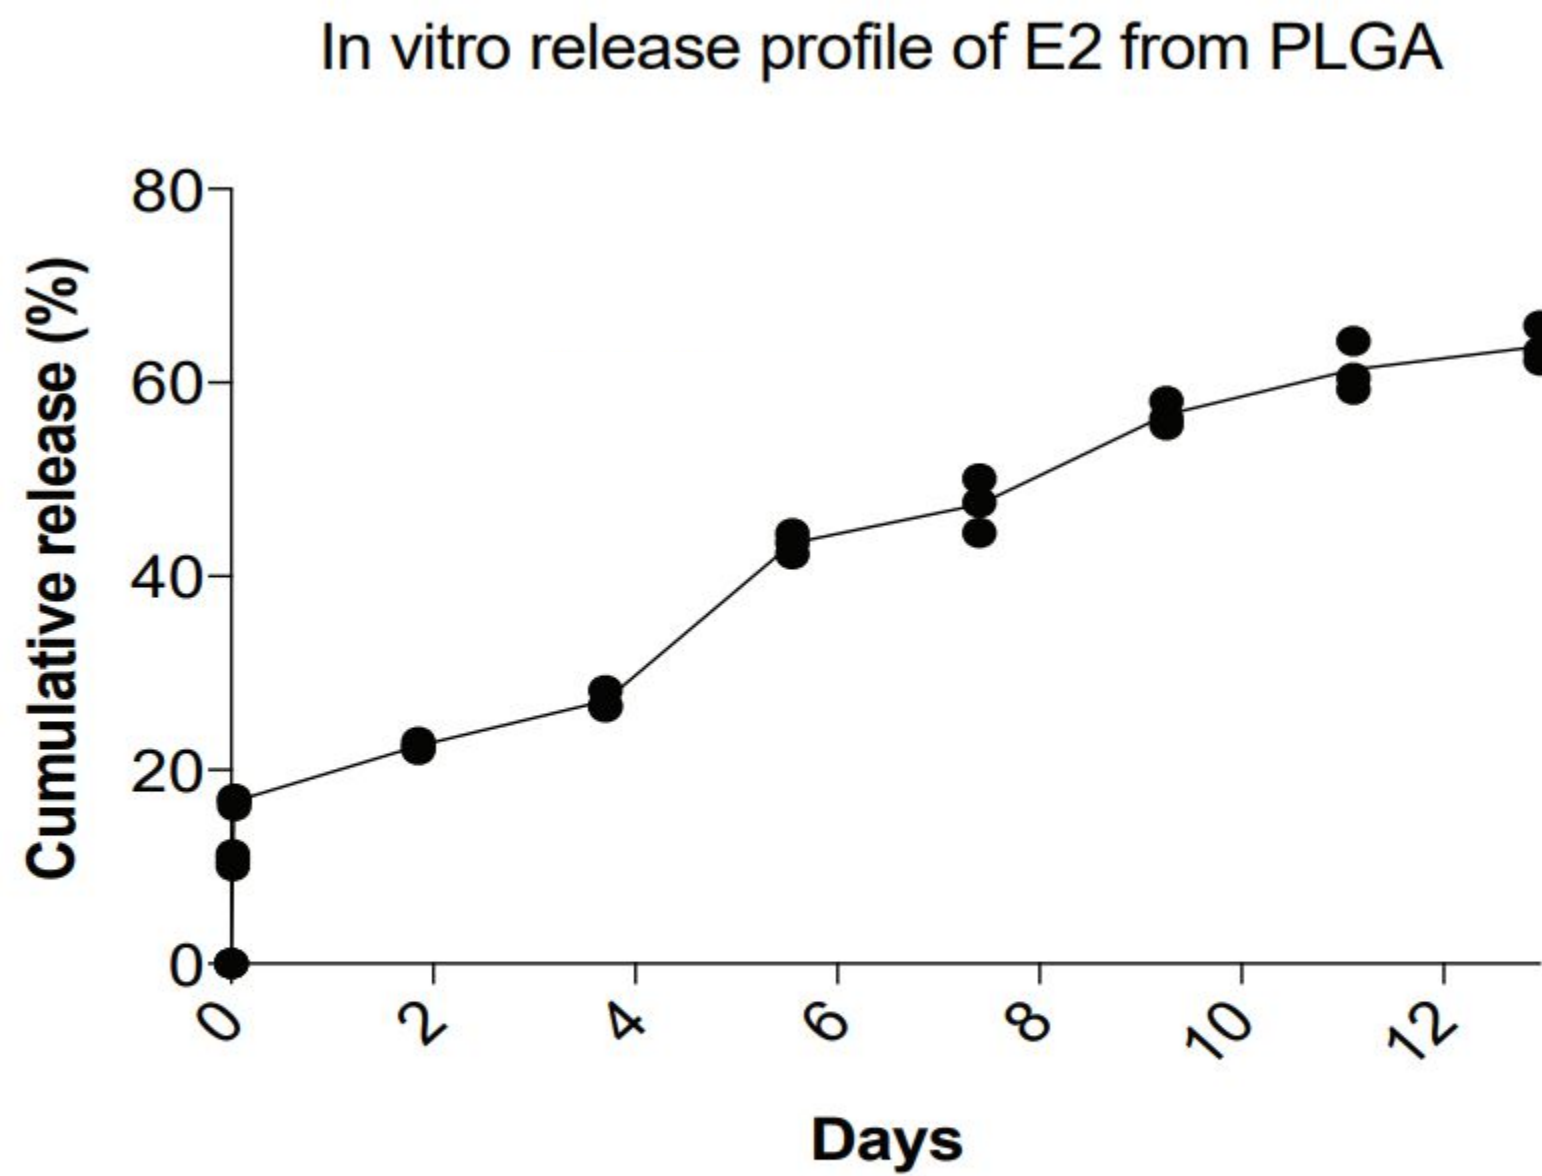

**Supplementary Figure 3. In vitro release profile of E2 from PLGA**  
In vitro profile of estradiol from PLGA scaffold demonstrated sustained release over a 14 day period. The loading amount of E2 was 5ug. The concentration of PLGA was 15 w/v%. n=3.

Supplementary Figure 4. Estradiol promoted the proliferation and differentiation of SSCs/BCSPs during injury

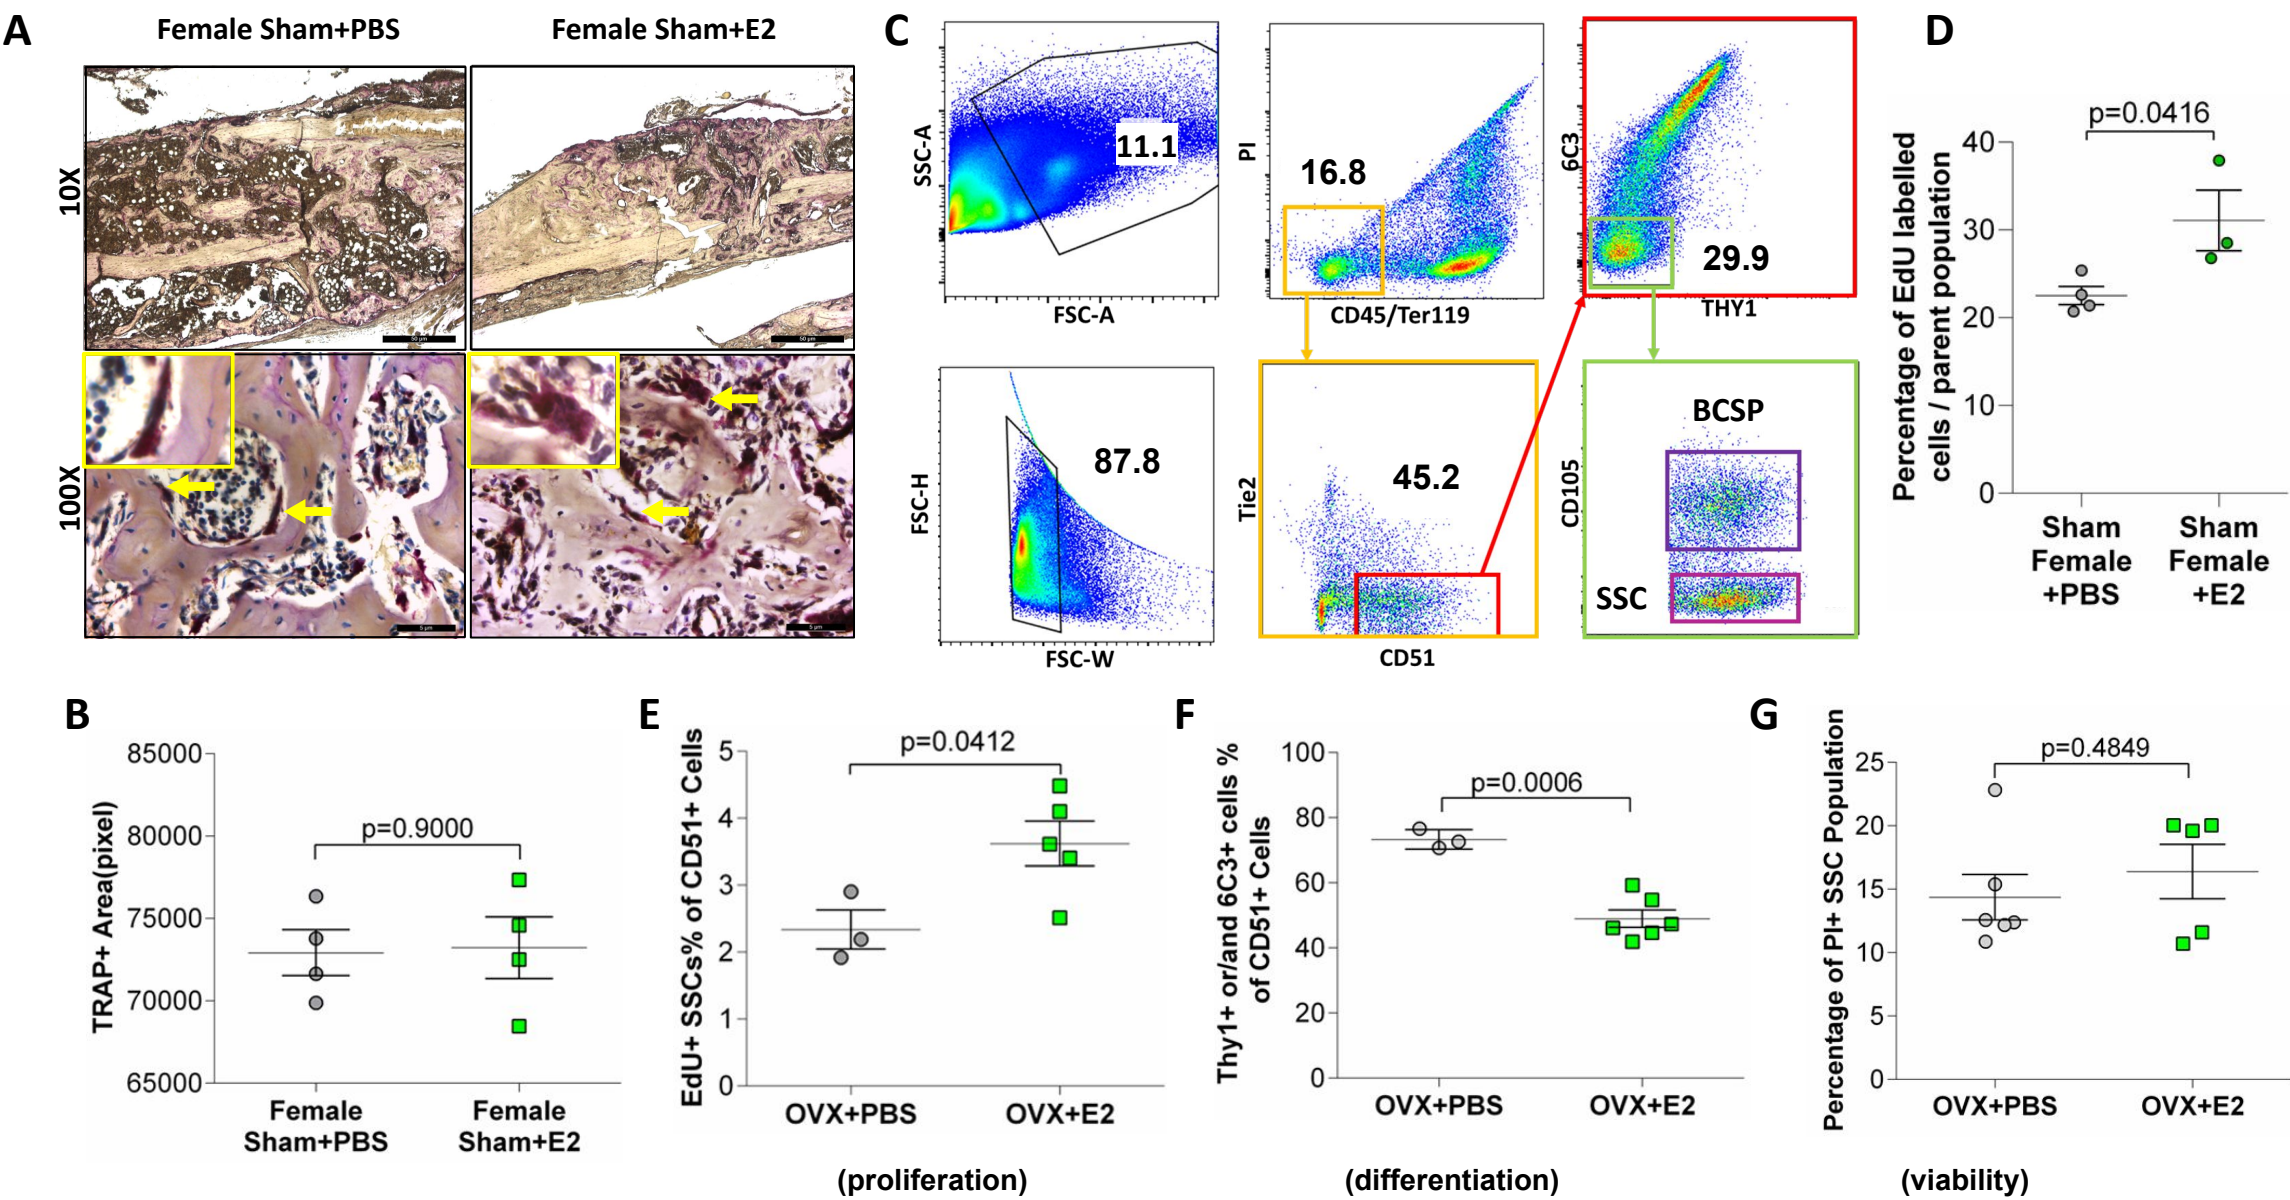

Supplementary Figure 4.Estradiol promoted the proliferation and differentiation of SSCs/BCSPs during injury

**A).** Representative image of tartrate-resistant acid phosphatase (TRAP) staining of callus osteoclast from Sham female fractured mice treated with PBS and E2 with arrows pointed at TRAP+ area. Bright-field microscopy, 10x. Scale bars 50µm, 100X. Scale bars 5µm( n=3) **B).** Quantification of TRAP+ area within callus under 50X demonstrated no difference in osteoclast activation level were detected between PBS and E2 treatment groups(n=3 per group). **C).** FACS gating scheme showing the identification of mSSCs and downstream bone cartilage stroma progenitor cells (mBCSPs). **D).** FACS analysis on percentage of EdU labeled mSSC/BCSP in sham+PBS(n=4) vs sham+E2 (n=3) female mice. This figure demonstrated estradiol treatment promoted colony expansion of SSC/BCSP in sham female mice. **E).** FACS analysis on percentage of Edu labeled mSSC within CD51 population in OVX+PBS (n=3) vs OVX+E2 (n=5) female mice. This analysis demonstrated E2 treatments promoted proliferation of mSSC in callus from OVX female mice. **F).** FACS analysis on percentage of Thy1+ or 6C3+ differentiated downstream lineage of mSSC/BCSP in CD51 population in OVX+PBS (n=3) vs OVX+E2 (n=5) female mice. This analysis demonstrated E2 treatments promoted maintenance of undifferentiated mSSC in callus from OVX Female mice. **G).** FACS analysis on percentage of PI+ cells in mSSCs population in OVX+PBS (n=3) vs OVX+E2 (n=5) female mice. This analysis demonstrated E2 treatments didn't influence cell viability of mSSC in callus from OVX female mice. The data in B,D,E,F,G are expressed as the mean±s.e.m; Unpaired t test; exact p value are indicated in the figure. For data and statistics, see source data files.

Supplementary Figure 5 The dimorphism effect of E2 is not observed in vitro chondrogenesis of mSSC and mBCSP

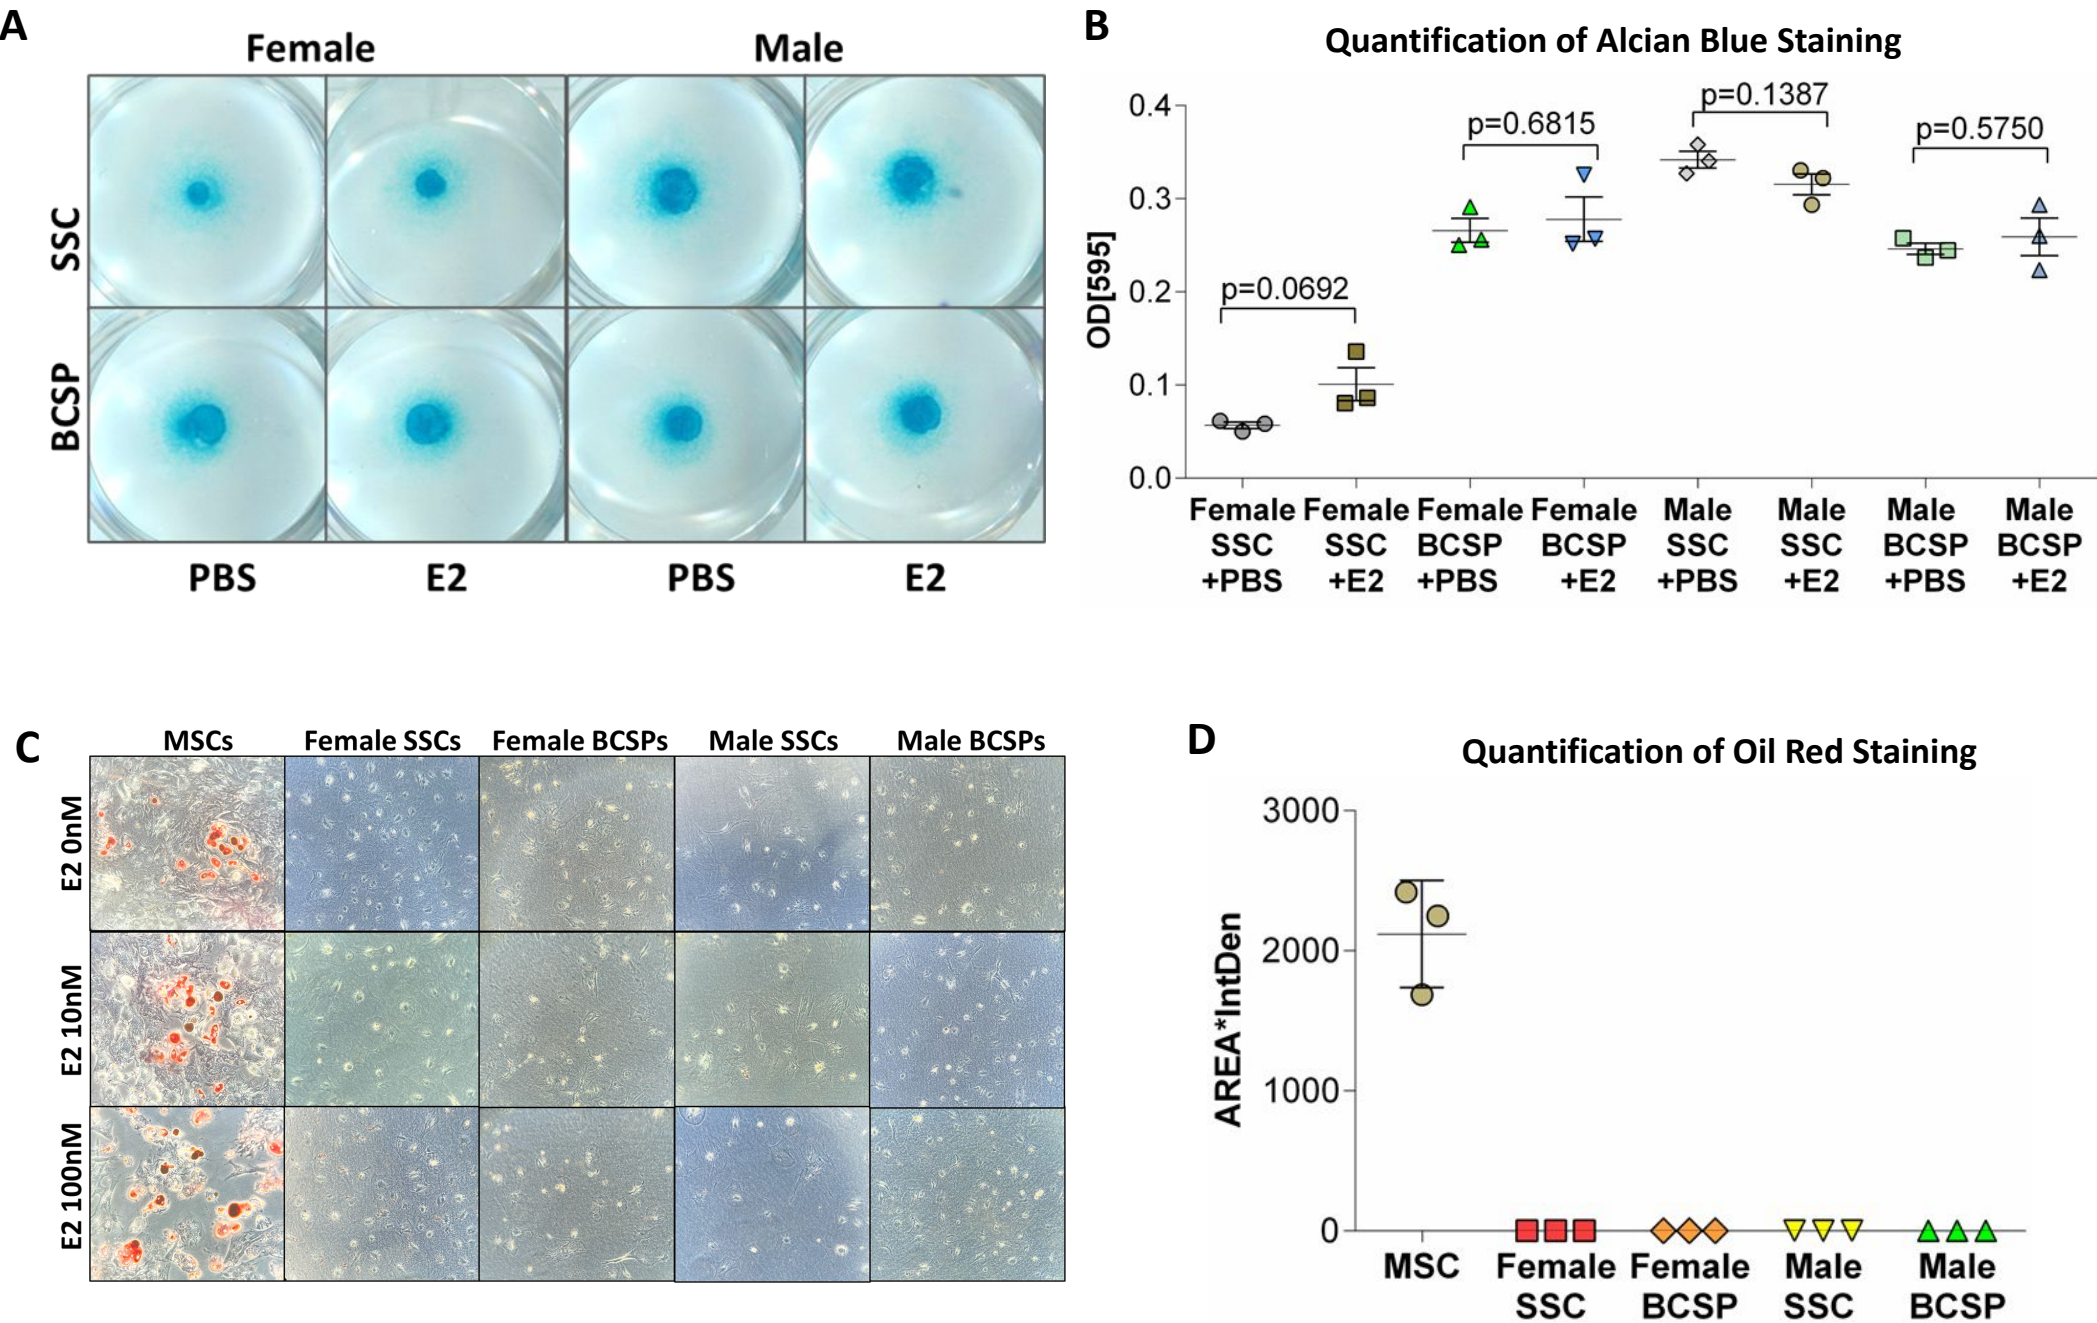

Supplementary Figure 5. The dimorphism effect of E2 is not observed in vitro chondrogenesis of mSSC and mBCSP

**A).** Representative image of Alcian blue staining of chondrogenesis assay in female and male mSSCs and mBCSPs treated with PBS and 100nM estradiol.(n=3) **B).** Quantification of Alcian blue staining of chondrogenesis assay in female and male mSSCs and mBCSPs with indicated treatments. This figure demonstrated E2 treatment has no effect on chondrogenesis of mSSC and BCSP (n = 3). **C).** Representative image of Oil-Red staining of adipogenesis assay of mice SSCs, and BCSPs from both gender treated with PBS , 10nM estradiol, and 100nM estradiol with pooled bone marrow mesenchymal stem cells(MSCs) from same mice as positive control(n = 3). **D).** Quantification of Oil-Red + Area of female and male mSSCs and mBCSPs treated with 10nM, 100nM E2, and PBS. This figure demonstrated mSSC and mBCSP has no potential in differentiating to adipose cells with or without E2 treatment. (n = 3). The data in B,D, are expressed as the mean±s.e.m; Unpaired t test; exact p value are indicated in the figure. For data and statistics, see source data files.

Supplementary Figure 6 localized E2 rescued mSSCs and BCSPs in naturally post-menopausal mice

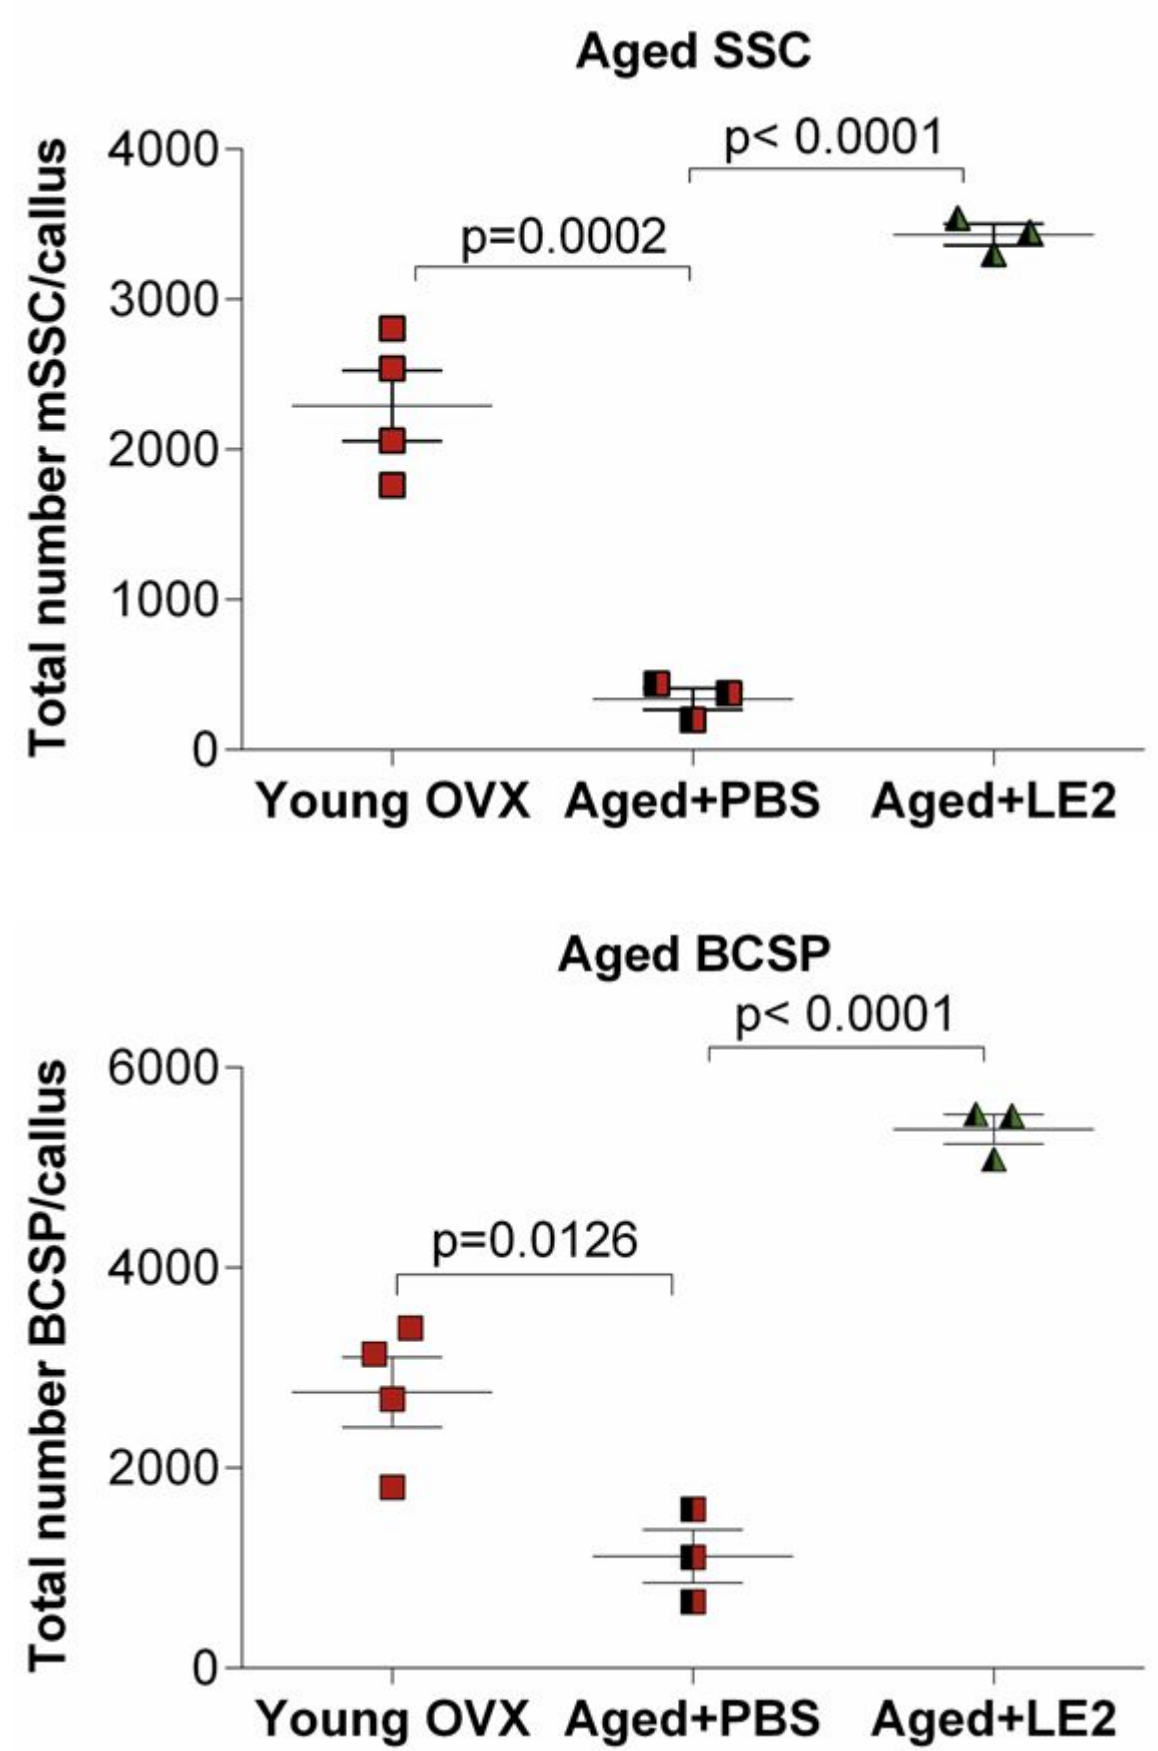

**Supplementary Figure 6 localized E2 rescued mSSCs and BCSPs in naturally post-menopausal mice**  
Rescue of absolute cell number of mSSCs(top) and BCSPs (bottom) in Young ovariectomized mice vs 26 month aged with PBS controls vs 26 month aged with localized E2 (LE2) mice (n=3 per group). Data are expressed as the mean±s.e.m;Ordinary one-way ANOVA followed by Tukey’s multiple comparison test; exact p value are indicated in the figure. For data and statistics, see source data files.

# Supplementary material for: Sexually dimorphic estrogen sensing in skeletal stem cells controls skeletal regeneration
**Source:** Nat Commun. 2022 Oct 30;13:6491. doi: 10.1038/s41467-022-34063-5
**Supplement:** Supplementary file 2 — Reporting Summary

Last updated by author(s): Sep 27, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☒ A description of all covariates tested
- ☒ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Ruler Skyscan 1276 (Bruker Preclinical Imaging). Lago-X scanner (Spectral Instruments Imaging). A custom delaminator maintained by the R.H. Dauskardt laboratory (Stanford, CA). Flow cytometry was performed on FACS Aria II (BD Biosciences). Spectrometric measurements were conducted on a Ultraspec 2100 UV/Visible Spectrophotometer (Biochrom, Harvard Bioscience).

Data analysis

ImageJ 1.48v (NIH, <http://imagej.nih.gov/ij/>). CTAn and CTvox version 3.3.0r1383 software (Bruker). Software used for statistical analysis was Prism 9 GraphPad. FACS analysis was conducted using FlowJo v10 software. Raw microarray data were submitted to Gene Expression Commons (<https://gex.riken.jp>) (Seita et al., 2012), where data normalization was computed against the Common Reference, which is a large collection of more than 11,939 mouse and 25,229 human array experiments deposited to the National Institutes of Health Gene Expression Omnibus (NIH GEO) database. For processing single cell RNA-sequencing data skewer11 for 3' quality-trimming, 3' adaptor-trimming, and removal of degenerate reads was used. Trimmed reads were then mapped to the mouse genome m38 using STAR 2.6.1, and counts per million (CPM) was calculated using RSEM 1.3.1. Scanpy integrated ComBat (V3) was used for batch correction.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available from the corresponding author upon reasonable request. All single cell RNA-sequencing data and Microarray data generated in this study has been deposited at GEO under sample accession number GSE161477 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161477>] and GSE213574 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213574>]. Source data is provided with this paper as a Source Data file. The remaining data are available within the Article or from the authors upon request. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size for the number of replicates (n) for each experiment is provided in the figure legends. All sample size for each group in this paper are above the sample size required by ANOVA analysis ( $n = DF/k + 1$ ; k = number of groups) with degrees of freedom (DF) set as 10. |
| Data exclusions | Animals that unexpectedly became morbid during the course of the experiment were excluded. During processing of single cell genomic data filtering was applied as described.                                                                                                               |
| Replication     | All data presented are biological replicates. All findings were reproduced at least 3 times. The only exceptions were incidents where animals died prematurely or unexpectedly before the requisite time point for analysis.                                                               |
| Randomization   | Animals were allocated randomly into the different experimental groups. To obtain sufficient numbers, cells pooled from 6-10 mice were used for each replicate in vitro studies.                                                                                                           |
| Blinding        | Assumed blinding were applied in the study. Investigators do not know the correspondence between group and treatment before the end of the study. Investigators were not blinded during data collection and analysis. Controls and samples were treated equally.                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies (ThermoFisher) against CD45 (CD45 Monoclonal Antibody (30-F11), PE-Cyanine5, eBioscience™ Cat#: 15-0451), Ter119 (TER-119 Monoclonal Antibody (TER-119), PE-Cyanine5, eBioscience™ Cat#: 15-5921), CD51 (CD51 (Integrin alpha V) Monoclonal Antibody (RMV-7), PE, eBioscience™ Cat#: 12-0512), Tie2 (CD202b (TIE2) Monoclonal Antibody (TEK4), eBioscience™ Cat#: 14-5987), Thy1.1 (CD90.1 (Thy-1.1) Monoclonal Antibody (HIS51), APC-eFluor™ 780, eBioscience™ Cat#: 47-0900), Thy1.2 (CD90.2 (Thy-1.2) Monoclonal Antibody (53-2.1), APC-eFluor™ 780, eBioscience™ Cat#: 47-0902), 6C3 (CD249 (BP-1) Monoclonal Antibody (6C3), APC, |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

eBioscience™ Cat#: 17-5891), CD105 (CD105 (Endoglin) Monoclonal Antibody (MJ7/18), Biotin, eBioscience™ Cat#: 13-1051), and Streptavidin-PE-Cy7 conjugate (eBioscience™ Streptavidin PE-Cyanine7 Conjugate Cat#: 25-4317-82), Sca1 (Pacific Blue™ anti-mouse Ly-6A/E (Sca-1) Antibody Biolegend; Cat#: 108120). CD45 (Biolegend, Pacific Blue™ anti-human CD45 Antibody, HI30, Cat#30409), CD235 (Biolegend, Pacific Blue™ anti-human CD235ab Antibody, HIR2, Cat#306612), CD31 (Invitrogen, CD31 (PECAM-1) Monoclonal Antibody (WM-59 (WM59)), Biotin, eBioscience™ Cat#13-0319-82), CD202b (Biolegend, Biotin anti-human CD202b (Tie2/Tek) Antibody, 33.1(Ab33), Cat#334204), CD146 (Biolegend, PE/Cyanine7 anti-human CD146 (MUC18, Mel-CAM) Antibody, SHM-57, Cat#342010), Podoplanin (Invitrogen, Podoplanin Monoclonal Antibody (NZ-1.3), APC, eBioscience™, Cat#17-9381-42), CD164 (Biolegend, PE anti-human CD164 Antibody, 67D2, Cat#324808), CD73 (Biolegend, FITC anti-human CD73 (Ecto-5'-nucleotidase) Antibody, AD2, Cat#344016)

#### Validation

Antibodies were validated according to manufacture's description.

CD45 (Cat#: 15-0451): <https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/15-0451-82>. Ter119 (Cat#: 15-5921): <https://www.thermofisher.com/antibody/product/TER-119-Antibody-clone-TER-119-Monoclonal/15-5921-82>. CD51 (Cat#: 12-0512): <https://www.thermofisher.com/antibody/product/CD51-Integrin-alpha-V-Antibody-clone-RMV-7-Monoclonal/12-0512-82>, Tie2 (14-5987): <https://www.thermofisher.com/antibody/product/CD202b-TIE2-Antibody-clone-TEK4-Monoclonal/14-5987-82> Thy1.1 (Cat#: 47-0900) <https://www.thermofisher.com/antibody/product/CD90-1-Thy-1-1-Antibody-clone-HIS51-Monoclonal/14-0900-81> Thy1.2 (Cat#: 47-0902) <https://www.thermofisher.com/antibody/product/CD90-2-Thy-1-2-Antibody-clone-53-2-1-Monoclonal/47-0902-82> 6C3 (Cat#: 17-5891) <https://www.thermofisher.com/antibody/product/CD90-2-Thy-1-2-Antibody-clone-53-2-1-Monoclonal/47-0902-82> CD105 (Cat#: 13-1051) <https://www.thermofisher.com/antibody/product/CD105-Endoglin-Antibody-clone-MJ7-18-Monoclonal/13-1051-82> Streptavidin-PE-Cy7 conjugate (Cat#: 25-4317-82) <https://www.thermofisher.com/order/catalog/product/25-4317-82> Sca1 (Biolegend; Cat#: 108120) <https://www.biolegend.com/it-it/products/pacific-blue-anti-mouse-ly-6a-e-sca-1-antibody-3140> CD45 (Biolegend, Pacific Blue™ anti-human CD45 Antibody, HI30, Cat#30409, <https://www.biolegend.com/it-it/products/pacific-blue-anti-human-cd45-antibody-3331>), CD235 (Biolegend, Pacific Blue™ anti-human CD235ab Antibody, HIR2, Cat#306612, <https://www.biolegend.com/it-it/products/pacific-blue-anti-human-cd235ab-antibody-6242>), CD31 (Invitrogen, CD31 (PECAM-1) Monoclonal Antibody (WM-59 (WM59)), Biotin, eBioscience™ Cat#13-0319-82, <https://www.thermofisher.com/antibody/product/CD31-PECAM-1-Antibody-clone-WM-59-WM59-Monoclonal/13-0319-82>), CD202b (Biolegend, Biotin anti-human CD202b (Tie2/Tek) Antibody, 33.1(Ab33), Cat#334204, <https://www.biolegend.com/it-it/products/biotin-anti-human-cd202b-tie2-tek-antibody-4910>), CD146 (Biolegend, PE/Cyanine7 anti-human CD146 (MUC18, Mel-CAM) Antibody, SHM-57, Cat#342010, <https://www.biolegend.com/it-it/products/pe-cyanine7-anti-human-cd146-muc18-mel-cam-antibody-6939>), Podoplanin (Invitrogen, Podoplanin Monoclonal Antibody (NZ-1.3), APC, eBioscience™, Cat#17-9381-42, <https://www.thermofisher.com/antibody/product/Podoplanin-Antibody-clone-NZ-1-3-Monoclonal/17-9381-42>), CD164 (Biolegend, PE anti-human CD164 Antibody, 67D2, Cat#324808, <https://www.biolegend.com/it-it/products/pe-anti-human-cd164-antibody-3806>), CD73 (Biolegend, FITC anti-human CD73 (Ecto-5'-nucleotidase) Antibody, AD2, Cat#344016, <https://www.biolegend.com/it-it/products/fits-anti-human-cd73-ecto-5-nucleotidase-antibody-8356>)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

C57BL/6 mice were purchased from Charles River. The ESR2 Knock-out mouse strain, B6.129P2-Esr2tm1Unc/J were purchased from Jackson Lab. All mice were housed in temperatures of 65-75°F with 40-60% humidity with a 14-hour light/10-hour dark cycle, and water is accessible at all times according to the protocols. The animals used in this experiment were 8 week old female mice. C57BL/6 aged female mice were operated on at 26 months old. 14 week old male were used in this study to account for the defined latent period in female mice bone mass/volume experiments ( 8 week old female mice + 6 weeks after ovariectomy).

#### Wild animals

This study did not involve wild animals.

#### Field-collected samples

This study did not involve samples collected from the field.

#### Ethics oversight

The study protocol was approved by Stanford's Administrative Panel on Laboratory Animal Care.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

#### Population characteristics

Regarding the adult tissue specimens, the typical patient is a middle- to advanced-aged man or woman. The tissues donated should be representative of the patient population seen in the Stanford University Hospital and Clinics. Based upon the demographics of the patients seen by the Orthopaedic Surgery Department at Stanford University, we anticipate that approximately 60% of the persons who donate tissue will be Caucasian, 15% Asian-Americans 10% Hispanic, 10% African-American, and 5% Pacific Islander/Alaska Native/American Indian. Of these patients, we anticipate approximately 50% will be female and 50% will be male. While the age of patients undergoing such procedures can range from 20-80+ years old, the majority of patients fall between 50 and 79. We anticipate a smaller number of tissue specimens from children aged 0 to 17 years in rare cases of high impact bone traumas requiring major surgery with a similar demographic distribution as for the adults. Fetal specimens used in this study will be approximately 17 weeks post-gestation.

#### Recruitment

No specific exclusion criteria will be employed during this study with the exception of specimens deemed unsafe (e.g. infection) or unfit (e.g. tissue damage) for extensive analysis.

#### Ethics oversight

The protocol is approved by the Institutional review boards (IRBs) at Stanford, which is also formally known as Administrative Panels for the Protection of Human Subjects. Fractured long bone specimens (20-90 years old) were obtained from Stanford Hospital in accordance with guidelines set by the Institutional Review Board (IRB-35711). The tissues utilized in this research

do not require consent per our IRB Protocol # 35711 and are considered exempted specimens per FDA guidelines 45 CFR 46.116 and therefore do not require consent forms.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Isolation of mouse skeletal progenitor cells

Fractured and uninjured femoral shafts were harvested at post-fracture day 7. Mouse skeletal progenitors were isolated as described by Gulati et al.<sup>66</sup> In brief, fracture calluses were dissected and finely crushed using pestle and mortar. Tissues underwent serial enzymatic digestion in collagenase buffer [collagenase 2.2mg/ml, deoxyribonuclease, 1M CaCl<sub>2</sub> (1000x), p188 (100X), 1M HEPES (50X), Medium 199] at 37°C for 30 minutes under gentle agitation. Dissociated cells were filtered through a 40µm nylon mesh and washed with FACS buffer [ PBS, 2% fetal bovine serum, 1% pen strep, 1% p188]. Cells were pelleted at 200G at 4°C and resuspended in FACS buffer. The suspension was layered onto a Histopaque gradient and centrifuged at 500G for 15 minutes at room temperature with zero acceleration. The cloudy cellular interphase was aspirated, washed with FACS buffer, and centrifuged. The cells were stained with fluorochrome-conjugated antibodies against CD45 at dilution of 1:200 (Biolegend, San Diego, CA, USA), Tie2 at dilution of 1:20 (eBioscience, San Diego, CA, USA), AlphaV integrin at dilution of 1:50 (eBioscience), CD105 at dilution of 1:50 (eBioscience), Thy1.1 at dilution of 1:100 (eBioscience), Thy1.2 at dilution of 1:100 (eBioscience), 6C3 at dilution of 1:100 (Biolegend), and CD200 at dilution of 1:50 (Biolegend) for fractionation by fluorescence-activated cell sorting (BD FACS Aria II in the Shared FACS Facility in the Lokey Stem Cell Institute).

Isolation of human bone progenitors

Femoral heads were obtained from young males, elderly males, premenopausal and postmenopausal females undergoing total hip arthroplasty. The bone marrow of the femoral head was isolated and human skeletal cells were separated from RBCs and bone dust by density gradient separation using 1:1 Histopaque 1.119 g/mL. The buffy coat was collected, washed with staining media, and the resulting cell suspension was depleted of CD45+ cells by magnetic-activated cell sorting (MACS). Cells were blocked with mouse IgG and stained with fluorochrome-conjugated antibodies against CD45 (Biolegend), CD235 (Biolegend), CD31 (eBioscience), CD202b (Biolegend), CD146 (Biolegend), Podoplanin (Biolegend), CD164 (Biolegend), CD73 (Biolegend). Flow cytometry was performed on FACS Aria II in the shared FACS Facility in the Lorry I. Lokey Stem Cell Institute. Gating schemes were established with fluorescence-minus-one (FMO) controls and 4',6-diamidino-2-phenylindole (DAPI) was used for viability staining.

Instrument

Flow cytometry was performed on FACS Aria II (BD Biosciences). Gating schemes were established with fluorescence-minus-one (FMO: staining with all fluorophores except one) controls and negative propidium iodide (PI) (Sigma-Aldrich, Cat#P4170) staining (1 mg/ml) was used as a measure for cell viability.

Software

FlowJo 10 was used to analyze FACS data.

Cell population abundance

Quantification of cell populations are provided as a total number of percentages as described in the manuscript. Gating schemes were established with fluorescence-minus-one (FMO) controls, negative propidium iodide (PI) (Sigma-Aldrich, Cat#P4170) staining (1 mg/ml) was used as a measure for cell viability. Targeted population negative for PI staining were sorted using purity sort mode on FACS Aria II.

Gating strategy

Gating schemes were established with fluorescence-minus-one (FMO) controls

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

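RNA of double-sorted mSSCs and mBCSPs from fracture callus and uninjured bone of female mice was hybridized to 17 Affymetrix whole-genome mouse arrays. According to the paper's methods RNA was extracted in TRIzol and on RNeasy Micro columns, amplified in 2 rounds of RiboAmp, exported to dChip, and normalized in Gene Expression Commons against the Common Reference. The submitters' processing notes name MAS5 for the deposited values and give no version, and their account of extraction and labelling differs from that in the methods. Which tool made the deposited values is therefore not settled. The deposited values are on a log2 scale, 1 column per array, not centred on a gene or reference, with similar but not equal quartiles between arrays.

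The table holds 45101 probe sets. Control probe sets (64) were left out, 34945 probe sets carry 1 gene symbol, 932 carry several and 9160 carry none. Symbols were matched by gene id to the GRCm38.p6 annotation for 34741 probe sets and not for 204, and 0 changed. The values were taken off the log2 scale, quantile normalized between the arrays, raised to a floor at the 20th percentile (log2 5.951), and returned to log2. Of several probe sets of a gene the one of highest mean was used, which gave 18193 genes. Genes at or above the 40th percentile on at least 2 arrays were tested, 14503 in all. The methods choose the probe set of widest dynamic range in the Common Reference, which these arrays alone do not give, so the widest range over the 17 arrays was an alternative.

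One limma fit (version 3.58.1 in R 4.3.3; lmFit and eBayes with trend) held all 17 arrays, with terms for the group of surgery and injury, for the population and for the form of the title code, 10 coefficients in all and 7 residual degrees of freedom, to which moderation added a median of 4.06. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, over 7 comparisons. The arrays with conflicting or no labels of ovary surgery formed groups of their own, which add to the estimate of the spread and to no named comparison. With the title form as a term, sham callus against sham uninjured bone, OVX against sham uninjured bone, and the interaction of OVX and injury rest on a single uninjured sham mSSC array. None of these could be estimated without that array.

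The genes named in the text follow a rule set before the data were examined: every gene the paper names, the called genes with the largest fold changes (up to 12 in each direction in the main comparisons and 5 in others), the 5 of smallest p where none was called, and up to 4 members of smallest p of a gene list. Not every gene covered by the rule is named in the text. Other list members are named as examples chosen after their values were seen. Gene lists numbered 30, with 418 genes, of which 382 had a named probe set and 362 were tested. Lists with at least 5 measured members (27) were tested with camera (preset correlation 0.01, and with an estimated correlation) and fry. Of the genes the paper names, 24 had a named probe set and 21 were tested, and 3 (Pgr, Fshr and Tll1) were too dim on most arrays. List genes without a named probe set were not analysed here.

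The pairs of mSSC and mBCSP arrays were compared with exact sign-flip tests, correlations across arrays with 1e+05 permutations, freely and within title forms, and the correlation of OVX and E2 effects with 100 simulated draws of unchanged groups. Gene counts between callus and uninjured sham arrays, and between mSSCs and mBCSPs, were set against other splits of the same arrays. The fit was tested on simulated data with known changes. Of genes changed by a log2 of 2 it recovered 78.6% between OVX + E2 and OVX callus and 45.3% between callus and uninjured bone. It recovered 45.5% between OVX and sham uninjured bone and 100% between mSSCs and mBCSPs. These rates hold for the simulated data only. On the arrays Pecam1 (-2.44) and Tie1 (-2.61) were not called between mSSCs and mBCSPs. Alternatives changed the normalization, the floor, the filter, the probe set, the title form term, the placing of the arrays of unsettled surgery, the moderation and the test, and each array was left out in turn. After the data were seen, a blood gene mean as a covariate and a fit without the callus arrays of unstated surgery were added. Male arrays were not used here.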

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

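The tests of blood cells and of a lower share of stromal cells were put in their final form only after the values were seen, whereas the splits of the arrays were set beforehand.

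Signal outside the genes the paper discusses was largest between callus and uninjured bone of sham mice, where 3533 genes were called, 2070 of them higher and 1463 lower in callus. With a blood gene mean as a covariate, chosen after the data were seen, 1559 were called, 989 higher and 570 lower. The count was 6422 without the title form term. It ran from 2154 to 4827 when 1 array was left out, excepting the uninjured sham mSSC array on which the comparison rests. Among the 1463 lower ones were Ppbp (log2 fold change -7.44) and Pf4 (-6.16), chemokines of platelets, and Ighm (-5.52) and Jchain (-6.36), genes of antibody-making cells. The sort excluded CD45, Ter119 and Tie2, and Ptprc, the CD45 gene, was itself lower (-4.30). Blood cells of several lineages in the uninjured sorts are a candidate source: the median log2 fold changes of macrophage (-2.15), neutrophil (-3.27), lymphocyte (-1.68) and erythroid genes (-4.01) were all negative, and the highest of the 4 list means was -1.99 (lymphocyte genes, standard error over arrays of 0.82), though 0 of 10 erythroid genes were called and their mean signal was 8.34 on 1 uninjured sham mSSC array against 13.2 on the other 2 uninjured sham arrays, and Ltf, an abundant neutrophil gene, stood at a log2 signal of 15.00 in uninjured and 11.79 in callus cells. A lower share of stromal cells in the uninjured sorts, raising every other cell type alike, cannot be told apart from this, since the mean of endothelial genes lay above that of the nearest blood list, lymphocyte genes, by 1.87 with a standard error over arrays of 2.00. Of 34 splits of these arrays 2 called 3533 genes, the real one and one that the title form makes the same test, the next highest called 1242, and no share under 0.05 was within reach; an effect of the fracture itself stays open, untested.

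In uninjured bone 21 genes were called between OVX and sham arrays, 19 higher and 2 lower, with 6 to 76 when 1 array was left out. The effect of OVX in callus minus that in uninjured bone, tested as an interaction, was called for 4 genes: Mmp13 (-4.84), Postn (-4.66), C1qtnf3 (-4.46) and Col9a1 (-2.34), with 2 to 18 genes when 1 array was left out. Both comparisons rest on a single uninjured sham mSSC array, without which neither can be estimated, so these ranges do not include leaving it out. Tmprss2, a serine protease, stood at a log2 signal of 10.00 on 1 sham callus mSSC array, apart from the other 3 sham callus arrays, the only such gap among 21 groups tested, where chance gives about 1 in 20.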

How the results depend on the processing

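The blood gene covariate and the fit without both callus arrays of unstated surgery were chosen after seeing the data. Signal near the floor limits dim genes, of which Pgr and Tll1 are examples, and no cause of the changes below was tested.

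Counts of 0 between OVX and sham callus and between mSSCs and mBCSPs stayed at 0 in limma fits apart from 2 genes between OVX and sham callus with the floor at the 40th percentile (Nrcam and Rnf180), 1 without the filter (Smco3) and 2 with the arrays of conflicting labels as OVX (Megf10 and Gm26782). A t-test, which the methods name for comparing 2 groups while stating no test for the arrays, passed 618 genes between OVX and sham callus and 716 between OVX + E2 and OVX callus without adjustment, and 0 in both after it; of the genes the paper names these held Esr1 (0.72) with OVX and Gli1 (0.50) and Dhh (-0.32) with E2. Between OVX + E2 and OVX callus (3) the count was 6 probe sets of 4 genes with every probe set tested. In genes it was 0 without the title form term, 1 with the form as a random block and 1 with the conflicting arrays as sham. It was 12 with the 13 arrays of settled surgery (9 higher and 3 lower) and 12 with the blood gene covariate (1 higher and 11 lower). It was 8 without the arrays of unstated surgery. The count was again 3 on the 6 callus arrays of the shared title form alone, of which 1 (Sh3d19) was the same. With the floor at the 40th percentile it was also 3, of which only Sh3d19 was the same. Without the filter the count was 2, of which only Gm26782 was the same. Between OVX + E2 and sham callus (3) it was 7 with the floor at the 40th percentile, 5 without the form term, 6 with the 13 arrays and 7 without the unstated arrays. Between callus and uninjured bone (3533) it was 5970 probe sets with every probe set tested, and in genes 6422 without the form term, 6023 with the random block and 1559 with the blood gene covariate. Between OVX and sham uninjured bone (21) it was 7 as deposited, 6 scaled to the same median, 57 with the floor at the 40th percentile, 46 without the filter, 485 without the form term, 244 with the random block, 69 with the unstated arrays as sham, 42 with the 13 arrays, 48 with the blood gene covariate and 74 without the unstated arrays. The interaction (4) gave 2 as deposited, 2 scaled, 2 without a floor, 14 with the floor at the 40th percentile, 16 without the filter, 9 without the form term, 11 with the conflicting arrays as OVX, 2 with the 13 arrays, 2 without the trend, 7 with the blood gene covariate and 10 without the unstated arrays. The correlation of OVX and E2 effects (-0.448) was -0.417 without the form term, -0.389 with the conflicting arrays as OVX and -0.489 with the blood gene covariate; with the conflicting arrays as OVX, 1 gene (Gm26782) in place of 0 was lower in OVX and higher with E2.

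Of 45 calls of gene lists by camera, 2 held with an estimated correlation (osteoclast genes in OVX + E2 against OVX and against sham callus) and 17 with fry, and 0 turned.

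Leaving out 1 array at a time, the count between OVX + E2 and OVX callus ran from 0 (without any 1 of the OVX or OVX + E2 callus arrays) to 8 (without either unstated array), between OVX + E2 and sham callus from 0 (without any 1 of the OVX + E2 arrays or the sham callus arrays of the same title form) to 7 (without either unstated array), between callus and uninjured bone from 2154 (without the sham callus mSSC array of another title form) to 4827 (without the unstated mBCSP array), between OVX and sham uninjured bone from 6 (without the OVX uninjured mBCSP array) to 76 (without the unstated mBCSP array), and for the interaction from 2 (without, among others, any OVX callus array) to 18 (without either uninjured sham array of title form 3). The correlation ran from -0.662 (without the OVX mBCSP callus array) to -0.327 (without the sham mBCSP callus array).

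Over 21 genes the paper names and 18 settings, 356 of 375 values in OVX against sham callus and 364 of 375 in OVX + E2 against OVX callus kept their direction and 0 passed the test. In OVX against sham callus the sign turned with the floor at the 40th percentile for Fbn2 (-0.061); with the probe set of widest range for Esr1 (-0.30), Dhh (-0.58), Smo (-0.23), Tgm2 (-0.10) and Psma1 (-0.36); without the form term for Ihh (-1.43), Bmp2 (-0.78) and Tgm2 (-0.47); with the random block for Ihh (-1.01), Bmp2 (-0.43) and Tgm2 (-0.31); with the conflicting arrays as OVX for Dhh (-0.10), Smo (-0.18), Fbn2 (-0.81), Col14a1 (-0.56), Ltf (0.39) and Osm (1.15); and with the blood gene covariate for Osm (0.018). In OVX + E2 against OVX callus it turned with the widest-range probe set for Esr1 (0.28), Dhh (0.25), Smo (-0.0080), Sox9 (0.086) and Fkbp5 (-0.0022); with the conflicting arrays as OVX for Bmp1 (0.024), Fgfr2 (0.054) and Psma1 (-0.032); and with the blood gene covariate for Shh (0.067), Smo (-0.19) and Fgfr2 (0.30). Leaving out 1 array at a time gave in OVX against sham callus Esr2 -0.16 to 0.50, Dhh -0.041 to 0.19, Smo -0.034 to 0.10, Fbn2 -0.046 to 0.37, Bmp2 -0.22 to 0.56, Sox9 -0.35 to 0.050, Osm -0.47 to 0.091, Tgm2 -0.081 to 0.14, Tmprss2 -0.54 to 0.73 and Psma1 -0.011 to 0.046. In OVX + E2 against OVX callus it gave Shh -0.19 to 0.12, Smo -0.17 to 0.18, Fbn2 -0.060 to 0.42, Bmp2 -0.77 to 0.012, Col14a1 -0.21 to 0.36, Fgfr2 -0.40 to 0.15 and Tmprss2 -0.59 to 0.24.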

Differences from the paper's values

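The paper prints no fold changes for these arrays, so directions are compared. It states that Ihh, Bmp1, Fbn2, Fgfr2 and Osm, and in the legend of Fig. 2I Col14a1, were lower in OVX callus and restored with E2. Fgfr2 (log2 fold change -0.33) and Osm (-0.19) pointed the same way in OVX against sham callus, as did Osm (1.51), Ihh (0.25), Fbn2 (0.18) and Col14a1 (0.07) in OVX + E2 against OVX callus. Ihh (0.21), Bmp1 (0.55), Fbn2 (0.16) and Col14a1 (0.36) pointed the other way with OVX, and Bmp1 (-0.17) and Fgfr2 (-0.13) with E2. None of these passed the test. Among the alternatives set before the data were examined, the direction the paper states was reached for Ihh without the title form term and in a t-test, which did not pass it (-1.43), and with the form as a random block (-1.01), for Fbn2 with the floor at the 40th percentile (-0.06), for Fbn2 (-0.81) and Col14a1 (-0.56) with the arrays of conflicting labels as OVX, and for Bmp1 (0.02) and Fgfr2 (0.05) with E2 under that same placing, under which Osm with OVX (1.15) pointed the other way. Other probe sets of these genes reached it for Fbn2 with OVX (-0.06, with 0.11 for E2) and for Fgfr2 with E2 (0.33, with -0.20 for OVX, and 0.24, with 0.26 for OVX), and left it for Col14a1 with E2 (-0.03), none passing the test. Leaving out 1 array reached it for Fbn2 with OVX (-0.05) and for Fgfr2 with E2 (0.15). It left that direction for Osm with OVX and for Fbn2 and Col14a1 with E2, whose ranges are given above. With the blood gene covariate, chosen after seeing the values, Fgfr2 with E2 reached it (0.30) and Osm with OVX (0.02) left it.

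The paper states that Esr2 was lower in OVX than in sham and OVX + E2 mice. Here the log2 fold change of Esr2 was 0.17 in OVX against sham callus and -0.23 in OVX + E2 against OVX callus, and neither passed. Leaving out 1 sham callus array gave -0.16 for OVX against sham, and no other setting reached the stated direction.

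The paper states that these genes were differentially regulated in SSCs and BCSPs. The statement follows its single-cell data (Fig. 2J), which these arrays do not hold. It can mean a difference between the populations or changes within both of them. The values that follow bear only on a difference between the populations. Over all genes limma called 0 between the populations (1401 at an unadjusted p under 0.05), while Ihh (0.66) and Bmp1 (-0.52) passed when adjusted over the list alone (0.0256 each) and not over all genes the paper names (0.0895 each).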

Other observations

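The tests of myeloid genes and of the probe sets of Sh3d19 were chosen only after the results were seen, and the splits of mSSC and mBCSP arrays were set beforehand.

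Genes of matrix, cartilage and bone were higher in cells of sham callus than in cells of uninjured sham bone. Postn, a matrix protein of healing periosteum, rose by a log2 fold change of 7.84 (SE 0.25), Mmp13, the collagenase of hypertrophic cartilage, by 6.18 and Adam12, a metalloprotease of regenerating tissue, by 6.28. All 13 measured genes of procollagen processing rose (median 3.63), among them Plod1 (4.78), Lox (3.75) and Serpinh1 (3.06), which hydroxylate, crosslink and fold collagen (camera, adjusted p = 9.82e-13; with an estimated correlation, adjusted p = 0.103). Cartilage genes were higher for 20 of 21, 15 of them called, with Matn1 at 5.59 and Col9a2 at 5.44 (adjusted p = 1.92e-09; with an estimated correlation, adjusted p = 0.153), and osteoblast genes for 14 of 15, 7 of them called, with Pth1r at 4.39 and Sp7 at 4.32 (adjusted p = 0.00123; with an estimated correlation, adjusted p = 0.323). Of genes the paper names, Ihh (5.19, SE 0.52), Fbn2 (3.49), Bmp1 (2.39), Col14a1 (4.04), Sox9 (3.48), Ptch1 (2.24) and Smo (1.75) rose, Osm (-4.21) and Ltf (-2.35) fell, and Fgfr2 (2.55, adjusted p = 0.0622) did not pass. Genes of the cell cycle were lower in callus for 24 of 25, 16 of them called, with Mki67 at -2.73 (adjusted p = 1.67e-09; with an estimated correlation, adjusted p = 0.153), beside the fall of blood cell genes given above. The median over all genes was 0.12, and the comparison rests on 1 uninjured sham mSSC array.

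In uninjured bone, several genes of matrix were higher in cells of OVX than of sham mice. Mmp13 rose by a log2 fold change of 5.16 (SE 0.32), Postn by 4.76 (SE 0.25), C1qtnf3, a secreted protein of cartilage, by 4.37 (SE 0.46) and Lox by 2.79, while Treml1 (-3.07) and Mmrn1 (-2.76), genes of platelets, fell. Genes of fibrous matrix were higher for 19 of 21 (camera, adjusted p = 5.27e-16; with an estimated correlation, adjusted p = 0.0763; fry, adjusted p = 0.00476), 3 of them called over all genes and 11 when adjusted over the list alone. In callus the effect of OVX on Postn was 0.10 and on Mmp13 0.32. The median of the fibrous matrix genes in OVX cells was set against each uninjured sham array in turn. It was higher by 0.85 for the mSSC array on which the fit rests, and by 2.56 and 2.86 for the others. Blood cell genes had medians of -0.80 for the erythroid, -0.44 for the lymphocyte, -0.36 for the neutrophil and -0.03 for the macrophage list between OVX and sham. The SEs of these medians (0.29 for 0.85 and 0.16 for -0.80) are over the genes of a list. They do not measure the spread between arrays.

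Myeloid genes were higher in OVX + E2 than in OVX callus. The lowest of 6 medians over macrophage, neutrophil and osteoclast genes in mSSCs and in mBCSPs was 0.62 (osteoclast genes in mSSCs, 1 array per group). Its SE of 0.47 is over the genes of the list and not over arrays. Of the osteoclast genes 9 of 10 were higher, such as Dcstamp (1.59) and Atp6v0d2 (2.55). This call was kept with an estimated correlation (camera, adjusted p = 0.0210). When adjusted over the list alone 3 osteoclast genes passed, and 0 over all genes. Over the 12 callus arrays Osm varied with the mean of the neutrophil genes (r = 0.924, rho = 0.888, permutation p = 7e-05, adjusted p = 0.000525 over 15 relations; r = 0.853 without the 2 arrays farthest from the median and 0.847 within the 6 arrays of title form 1), and so did Ltf (r = 0.974, rho = 0.965, p = 1e-05, the smallest the permutations can give, adjusted p = 0.00015), itself a neutrophil gene. Col14a1, Fbn2, Bmp1, Smo and Efna2 varied the other way (r = -0.803, -0.751, -0.741, -0.738 and -0.670, rho = -0.790, -0.727, -0.860, -0.664 and -0.657, adjusted p = 0.0110 to 0.0367 for r, and for rho 0.0508 for Smo and for Efna2, which do not pass by rank), but these permutations exchange arrays between title forms, and permuted within the forms none of the 5 passed (adjusted p = 0.116 to 0.365), while Osm (r = 0.902, adjusted p = 0.0196), Ltf (r = 0.962, adjusted p = 0.00150) and Dhh (r = -0.811, adjusted p = 0.0196) did. The 12 callus arrays come as pairs of mSSC and mBCSP arrays that share a condition and title form. The permutations exchange arrays singly, so their p-values can overstate the evidence. Myeloid cells carried through the sort, despite the gate on CD45, are a candidate source of the higher Osm and Ltf signal with E2 (Ltf at a log2 signal of 12.50 against 10.32), but the medians restate the pattern and do not test it. Such cells and a response of myeloid or stromal cells to E2 cannot be told apart on these arrays.

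Sh3d19 fell by at least 6.22 between OVX + E2 and OVX callus, where both OVX + E2 arrays lay at the floor on the probe set used, as did 1 uninjured sham mSSC array. A change at the target of that probe set alone, as a strain variant gives, is argued against by another probe set of the gene, at -3.37, with the others at -2.47 and -1.37. A difference in genetic background between the mice and an effect of E2 both stay open, untested.

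Between mSSCs and mBCSPs the real count is 0, which all 100 of 100 splits reach by construction, so the splits (highest other count 11) decide nothing. On the callus arrays of unsettled surgery Ihh had log2 signals of 12.16 (mBCSP) and 12.60 (mSSC) where labels conflict, and of 7.50 (mBCSP) and 9.62 (mSSC) where none is given.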
